# Sex‐Specific Regulation of the Turandot Gene Family Modulates Temperature‐Dependent Lifespan in *Drosophila melanogaster*

**DOI:** 10.1111/acel.70564

**Published:** 2026-05-29

**Authors:** Jessica M. Hoffman, A. Tate Lasher, Michael P. Fitch, Steven N. Austad, Liou Y. Sun

## Abstract

Ambient temperature is a primordial determinant of longevity across the animal kingdom, yet the molecular transducers that couple thermal cues to aging rates remain elusive. Here, we interrogate the transcriptomic and metabolomic landscapes of *Drosophila melanogaster* to decode the mechanisms of temperature‐dependent lifespan extension. We find that thermal stress drives a profound remodeling of the transcriptome that surprisingly outpaces metabolic adaptation. Through this multi‐omics integration, we identify the Turandot (*tot*) gene family as a significant factor in the thermal longevity response. Intriguingly, *tot* genes are not merely passive responders to temperature; rather, they actively regulate lifespan. We demonstrate that RNAi‐mediated knockdown of *tot* expression is sufficient to extend longevity across a range of temperatures, uncoupling the survival benefit from the thermal environment. Furthermore, this extension exhibits distinct sexual dimorphism, suggesting a sex‐specific strategy in stress‐response allocation. These findings establish the Turandot family as a novel, genetically separable regulator of aging, challenging the view that temperature‐mediated longevity is solely a passive thermodynamic consequence.

## 1 Introduction

Over a century ago, temperature was shown to be a major factor controlling lifespan. When flies were placed in progressively lower temperatures, they lived progressively longer (Loeb and Northrop 1916). Since then, the inverse relationship between temperature and longevity has been robustly replicated. Almost invariably, decreasing temperature to a non‐lethal degree increases longevity across the animal kingdom (reviewed in Keil et al. 2015). For example, fruit flies, *Drosophila subobscura* (Smith 1958) and *D. melanogaster* (Miquel et al. 1976), house flies (Ragland and Sohal 1975), and worms (Klass 1977) raised at lower temperatures have increased lifespan. Similar effects have been reported in poikilothermic vertebrates (e.g., Valenzano et al. 2006; Walford and Liu 1965). Even in endotherms, interventions that reduce body temperature have been associated with lifespan extension (Conti et al. 2006).

In humans, lower body temperatures have been associated with extended survival. Participants in the Baltimore Longitudinal Study of Aging in the lower 50% of body temperature outlived those in the upper 50% (Roth et al. 2002) and analysis of large cross sectional data has indicated that lower body temperature is associated with advanced age (Waalen and Buxbaum 2011). Further, calorie restriction interventions have been shown to reduce the body temperature of both nonhuman primates (Lane et al. 1996) and humans (Soare et al. 2011). Work in rodents shows that preventing body temperature reductions (i.e., by housing at thermoneutrality) ameliorates the effect that lower calorie intake has on lifespan (Koizumi et al. 1996; Zhao et al. 2022). The robustness of the negative correlation between lifespan and temperature coupled with the observations of reduced body temperature in long‐lived humans has prompted significant interest in elucidating the molecular mechanisms involved in this relationship.

Two of the most frequently proposed explanations for lifespan extension at lower temperatures are (1) reduced metabolic rate and (2) decreased oxidative stress. These mechanisms are closely related and align with the “rate of living” theory, which posits that higher metabolic rates and oxygen consumption shorten lifespan (Pearl 1928). Higher temperatures have been shown to increase metabolic rates in numerous species (reviewed in Hou and Amunugama 2015). In addition, fruit flies (MacMillan et al. 2016) and carp (Gracey et al. 2004) exposed to cold temperatures had significant changes in free radical metabolism. Lipid peroxidation, a measure of free radical activity, is also higher in fruit flies raised at warm temperatures (Sestini et al. 1991). Important limitations exist with these explanations, however. Isolated mitochondria display increases in the production of reactive oxygen species, a source of oxidative stress, following moderate reductions in temperature (Ali et al. 2010). Additionally, rodents housed at their thermoneutral zone (with resultant body temperature elevations) display reduced lifespans despite lower metabolic rates compared to room‐temperature housed controls. This short lifespan is rescued when body temperature is reduced to that of room‐temperature housed individuals (achieved by cage ventilation) while metabolic rate remains low (Zhao et al. 2022). These demonstrate that additional mechanisms, beyond reductions in metabolic rate or oxidative stress, drive lifespan extension at low temperatures.

Most of the recent work done on temperature and longevity has used the nematode *C. elegans* to explore molecular mechanisms underlying temperature‐dependent longevity. Thermosensory neurons have been shown to regulate *daf‐9* mRNA levels which subsequently alter DAF‐12 activity (Lee and Kenyon 2009) and thermosensitive TRP channels have been shown to mediate neuronal or intestinal calcium influx which subsequently alters DAF‐16 activity (Xiao et al. 2013) to modulate longevity responses to temperature. However, the mechanisms underlying similar effects in other species remain poorly characterized.

While the precise pathways by which mild temperature reduction extends lifespan are not yet fully understood, numerous studies have explored molecular responses to extreme temperature conditions. Fruit flies adapted to extreme cold temperatures (6°C) have significantly different transcriptomes and metabolomes compared to those maintained under standard conditions (MacMillan et al. 2016). In addition, a sizeable amount of work has looked at the molecular changes that occur during development and early life in response to temperature. For example, the metabolome is shaped by developmental as well as adult temperature (Hariharan et al. 2014), with each having different effects on overall metabolic network connectivity. Interestingly, fish reared at cooler temperatures have increased 20S proteasome activity, but no changes in mTOR, one of the most studied pathways that regulates aging and longevity (Lu and Hsu 2015). Conversely, work in flies suggests that 4E‐BP, a downstream mTOR effector protein, can partially regulate temperature dependent longevity (Carvalho et al. 2017). Overall, the long‐term effects of temperature exposure that lead to variation in longevity have yet to be fully determined.

Our aim with this study was to directly address gaps in our understanding of how temperature manipulation influences longevity by identifying genetic and molecular mechanisms for temperature‐dependent lifespan extension. To this end, we completed a transcriptomic and metabolomic analysis of adult *D. melanogaster* maintained at three different temperatures. Through this analysis we identified the *tot* family of genes as a novel mediator for temperature‐dependent lifespan extension with notable sex‐specific effects. Further, we identified numerous genetic pathways and metabolic alterations associated with temperature, sex, and their interaction, whose individual and combined effects may provide novel insights into environmental effects on lifespan.

## 2 Methods

### 2.1 Drosophila Husbandry

*D. melanogaster w* ^*1118*^ flies were procured from the Bloomington *Drosophila* Stock Center and were maintained in plastic vials at 24°C on a 12/12 light/dark cycle and ~60% humidity. Flies were fed a standard cornmeal (6%), dextrose (5.5%), sucrose (3%), and yeast (2.5%) diet with propionic acid (3 mL/L) added as an antifungal. 3 mL of diet was added to each vial. *tot* gene mutants were obtained from the Bloomington Stock Center, RNAi lines from the TRiP panel and a *totZ* knockout in the *yw* background. *totA* and *totC* RNAi lines were crossed to actin and daughterless UAS/gal4 drivers, respectively, received from Dr. Nicole Riddle (UAB). RNAi lines without the driver were used as controls.

### 2.2 Experimental Design

Flies were mated and eggs laid for 48 h. For TRiP RNAi lines, male driver lines were crossed to virgin female TRiP lines. Parents were discarded, and embryos were allowed to develop. Virgin male and female flies were collected within 8 h of eclosion and maintained at 24°C. At approximately 5 days of age, flies were randomized onto one of three temperature treatments (18°C, 24°C, or 28°C) in groups of approximately 100 flies per sex/temperature at a density of 20 flies per vial. Flies were transferred onto new media three times a week, and deaths were recorded. Transferring continued until all flies were dead.

### 2.3 Metabolomics and RNAseq Sample Collection

Flies were collected as virgins in groups of 20 flies per vial, randomized to temperature treatment, and maintained as described above. When flies reached 45 days of age at 18°C and 24°C and 35 days at 28°C, they were flash frozen in liquid nitrogen in groups of 10. Forty‐five days of age is the point at which the 18°C and 24°C began to diverge on the survival curves (Figure 1), and thus likely represent biologically interesting and significant shifts in the aging process. However, the majority of flies at 28°C are dead by this point, so we chose the time point at which about 50% mortality had occurred. All collections took place between 10:30 and 12:00 hours. Flies were then stored at −80°C until sample processing.

**FIGURE 1:**
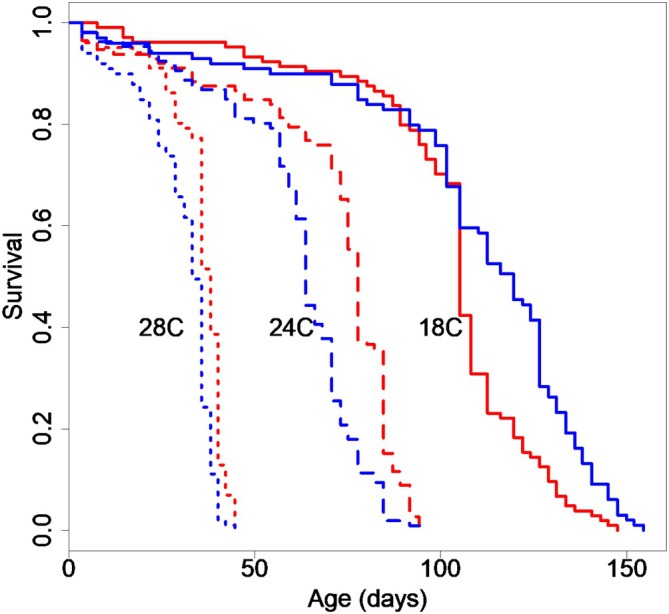
Kaplan Meier curves of temperature and sex for w^1118^ flies. Females are shown in red, males in blue. The temperatures that flies were maintained at as adults are shown next to their corresponding curves, each with a different line type. Our Cox proportional model indicates a significant effect of temperature, sex, and temperature‐by‐sex interaction (*p* < 5.62 × 10^−7^). For 28 degrees *N* = 101 females, 99 males; for 24 degrees *N* = 112 females, 106 males; for 18 degrees *N* = 104 females, 99 males.

### 2.4 Metabolomics

Metabolomics samples were randomized, such that temperatures would not be all run at the same time and then sent to the Emory University Clinical Biomarkers Laboratory for global metabolite profiling. Methods for metabolomics data acquisition have been previously published (Hoffman et al. 2019; Liu et al. 2016; Soltow et al. 2013). Briefly, frozen samples were pulverized, treated with 100 μL acetonitrile, and incubated for 30 min on ice. Samples were then centrifuged (16,100 × *g* at 4°C) for 10 min. Pooled plasma (Qstd3) was processed and run alongside samples, and an aliquot of National Institute of Standards and Technology Standard Reference Material 1950 (NIST SRM1950) was processed and analyzed identically to the samples prior to the first run and after the final run. The resulting supernatant was collected and transferred to new vials.

Samples were then analyzed with liquid chromatography coupled to Fourier transform high‐resolution mass spectrometry. Samples were run in triplicate on a Dionex Ultimate 3000, Orbitrap Fusion Tribrid Mass Spectrometer system (Thermo Scientific) operated at 120,000 resolution. All replicates were analyzed using hydrophilic interaction liquid chromatography (HILIC) with electrospray ionization (ESI) source operated in positive mode and reverse‐phase chromatography (RPC) with ESI operated in negative mode. Analyte separation for HILIC was accomplished by a 2.1 mm × 50 mm × 2.5 μm Waters XBridge BEH Amide XP HILIC and an eluent gradient (A = water, B = acetonitrile, C = 2% formic acid) consisting of an initial 1.5‐min period of 22.5% A, 75% B, and 2.5% C followed by a linear increase to 77.5% A, 20% B, and 2.5% C at 4 min and a final hold of 1 min. RPC separation was by 2.1 mm × 50 mm × 3 μm end‐capped C18 column (Higgins) using an eluent gradient (A = water, B = acetonitrile, C = 10 mM ammonium acetate) consisting of an initial 1‐min period of 60% A, 35% B, and 5% C, followed by a linear increase to 0% A, 95% B, and 5% C at 1.5 min and held for the remaining 3.5 min. The mobile phase flow rate for HILICpos was held at 0.350 mL/min for the first 1.5 min, and increased to 0.400 mL/min for the remaining of the run. C18neg mobile phase flow rate was held at 0.400 mL/min for the first 2 min and then increased to 0.500 mL/min for the remaining 3.0 min. Data were collected for a mass‐to‐charge ratio (m/z) range 85–1275. Probe temperature, capillary temperature, sweep gas, and S‐Lens RF levels were maintained at 200°C, 300°C, 1 arbitrary units (AU), and 45, respectively, for both ESI polarities. Additional source tune settings were optimized for sensitivity using a standard mixture; positive tune settings for sheath gas, auxiliary gas, sweep gas, and spray voltage setting were 45 AU, 25 AU, 1 AU, and 3.5 kV, respectively; negative settings were 45 AU, 5 AU, 1 AU, and −3.0 kV. Maximum C‐trap injection times of 100 ms and automatic gain control target of 1 × 106 for both polarities. During untargeted data acquisition, no exclusion or inclusion masses were selected, and data were acquired in MS1 mode only. Data were stored as .raw files and converted to CDF format using Xcalibur file converter software (Thermo Fisher, San Diego, CA) for further data processing. Peak detection, noise filtering, m/z and retention time alignment, feature quantification, and data quality filtering were performed using apLCMS (Yu et al. 2009) with xMSanalyzer (Uppal et al. 2013). Data were extracted as m/z features where a feature is defined by m/z, retention time, and integrated ion intensity.

### 2.5 RNA Sequencing

Samples were shipped on dry ice to BGI (Shenzhen, China) for transcriptomic profiling. Briefly, RNA was extracted from each fly sample using TRIzol and DNase I treated. 200 ng RNA passing quality control (RIN > 7; Agilent 2100 Bio analyzer) was submitted for poly‐A selection and 100 bp paired‐end sequencing on the BGI BGISEQ‐500 platform. Reads were then first analyzed in BGI internal software SOAPnuke to filter and remove low quality reads. HISAT (Kim et al. 2015) was then used to map reads onto the *Drosophila* genome, and StringTie (Pertea et al. 2015) with Cuffcompare (Trapnell et al. 2012) were used to compare transcripts to known annotated genes on the *Drosophila* genome. Novel transcripts were predicted with CPC (Kong et al. 2007), and rMATS was used to determine differentially spliced genes. Lastly, gene expression levels were determined by mapping clean reads to the Drosophila reference using Bowtie2 (Langmead and Salzberg 2012) and calculated expected counts with RSEM (Li and Dewey 2011). These final expected expression counts were used for statistical analysis below. The RNA sequencing data has been deposited at the Gene Expression Omnibus and are publicly accessible (Accession: GSE229837).

### 2.6 Statistical Analyses

All analyses were completed in the program R unless otherwise stated (R Core Team 2026). Our final dataset consisted of 24 metabolomics samples (4 per sex/temperature, each sample with 10 flies) and 23 transcriptomics samples (4 per sex/temperature, with male 28°C having only 3). Our final metabolomic and transcriptomic datasets consisted of 3071 metabolites in the positive ion mode, 3129 metabolites in the negative ion mode, and 9698 genes in our transcriptomic assay.

*Longevity*: Cox proportional hazard models were used to determine significant differences in sex and temperature survival. Survival curves were created with Kaplan–Meier plots.

*Metabolomics*: We analyzed the resulting analytes from the AE and HILIC column separately. First, metabolomics data were log transformed, centered, and scaled. Then we were interested in determining which individual metabolites were associated with temperature, sex, and their interaction. To this end, we ran a linear model of the three variables on each metabolite, controlling for multiple comparisons using a False Discovery Rate (FDR) of *α* < 0.05. For those metabolites found to be significantly associated with one of our variables of interest, we ran them through the metabolic enrichment program mummichog (Li et al. 2013). In addition, we ran unsupervised principal components analysis (PCA) to determine the degree to which the entire metabolome was associated with temperature and sex.

Transcriptomics: Raw expected gene counts were normalized using the “cpm” function in edgeR (Robinson et al. 2010), and any genes that had normalized gene counts less than 0.5 were removed from the analysis. 

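The filter was applied as at least 0.5 CPM on library totals in each of the 23 libraries, which left 9698 of the 11152 features. With the same minimum on the mean over libraries, 10896 features remained, and the 1198 features that separate the filters were expressed above the minimum on average but below it in at least 1 library. With the filter on the mean, 3051 genes were associated with temperature, 5062 with sex and 1302 with the interaction.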

We first ran a general linear model looking at the effects of sex, temperature, and their interaction on rounded gene counts using a Poisson distribution. 

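A Poisson model sets the variance of a count equal to its mean, and RNA-seq replicates usually vary by more than that. In the 9698 genes, the variance of rounded CPM within groups, divided by the mean, had a median of 0.154 in the tercile of genes with the lowest mean CPM (median 11.1 CPM), 0.289 in the middle tercile (38.7 CPM) and 0.820 in the highest tercile (125 CPM). The Poisson model on rounded CPM called 12.7% of the genes in the lowest tercile for temperature and 50.8% of those in the highest, where edgeR called 29.1% and 29.3% of the same genes. Of the 2985 genes that the Poisson model on rounded CPM associated with temperature, 1963 were also called by edgeR. On rounded counts with the library size as an offset, the Poisson model called 7889 of the 9698 genes for temperature.

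Counts were also simulated for the same genes with the spread that edgeR estimated. A known change, equal in both sexes, was given to 200 genes, as many up as down. edgeR recovered 185 of the 200 temperature slopes with 3 false calls, DESeq2 recovered 190 with 12 false calls, and the Poisson model on rounded CPM recovered 145 with 176 false calls. The Poisson model on rounded counts recovered 199 with 3878 false calls. A spread taken from edgeR may favour edgeR, so these results do not rank it against DESeq2. Changes this few and balanced do not test how the scaling moves the calls.

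**Figure D1:**
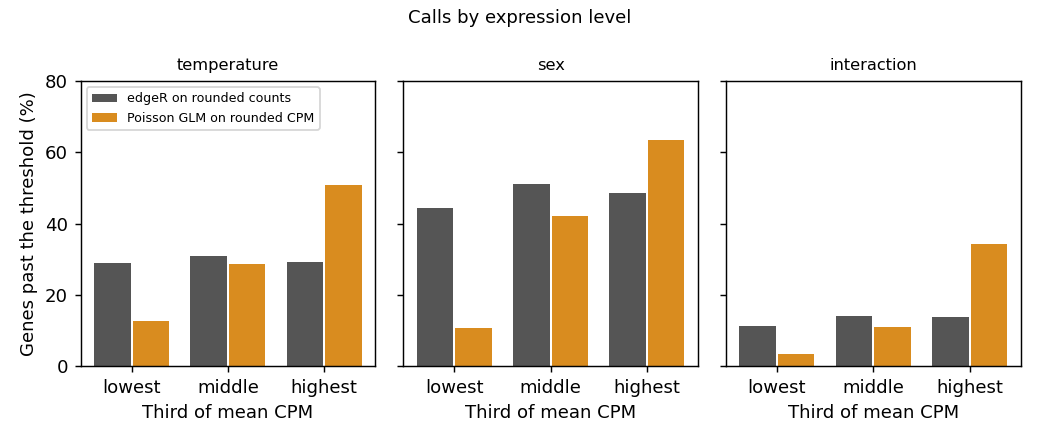
Percent of genes with an adjusted p-value under 0.01 for temperature, sex and the interaction, in terciles of mean CPM, with edgeR on rounded counts in grey and the Poisson model on rounded CPM in orange. For the interaction, the Poisson model called 3.43% of the lowest and 34.3% of the highest tercile, and edgeR called 11.3% and 13.8%.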

Significance of genes was set at an FDR of *α* < 0.01. Genes that were found to be significantly associated with our factors of interest were run through gene ontology (GO) analysis using the goseq package (Young et al. 2010). We then narrowed down our GO results by only looking at those categories that had 10–50 genes in the category. This removed all small categories that are easily inflated by one overexpressed gene and the large categories that are overly vague. GOs were considered to be significantly overrepresented at an FDR *α* < 0.05. Where group comparisons were made for visualization of transcriptomic changes, rounded expected gene counts between indicated groups were compared in edgeR using a Poisson distribution and were visualized using the EnhancedVolcano package. Similar to our metabolomics assay, we ran unsupervised PCA to determine if the entire metabolome was associated with our factors of interest. We finally looked at transcript and sample relatedness visually using heatmap generation.

## 3 Results

### 3.1 Transcriptomic Changes of Temperature‐Dependent Lifespan

As expected, cooler temperature led to a significantly longer lifespan in both males and females (Figure 1). We found a significant effect of sex, temperature, and their interaction in our Cox proportional hazard model (Table 1). Females were longer lived than males at the two warmer temperatures, and males were longer lived than females at the coolest temperature.

**TABLE 1:** Cox proportional hazard results.

	coef	exp(coef)	se(coef)	*z*	Pr(>|*z*|)
Sex–Male	−2.52478	0.08008	0.50453	−5.004	5.61E‐07
Temperature	0.47938	1.61508	0.02685	17.853	2.72E‐71
Sex × Temperature interaction	0.1177	1.1249	0.0213	5.527	3.26E‐08

We were first interested in determining individual genes and genetic pathways that might be implicated in the extended longevity phenotype seen at lower temperatures. 

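RNA was sequenced from pools of 10 whole flies of one sex, taken from virgin w1118 females and males that had been kept at 18, 24 or 28 °C. Flies at 18 and 24 °C were frozen at 45 days of age and flies at 28 °C at 35 days, so temperature and age change together between 24 and 28 °C. Each sex and temperature had 4 libraries, except males at 28 °C, which had 3. Poly-A RNA was sequenced as paired 100 bp reads on a BGISEQ-500. The authors filtered the reads, aligned them with Bowtie2 to the transcripts of known and predicted genes, and deposited RSEM expected counts for each gene without normalization. An expected count divides a read that fits several genes among them, and 23.23% of the deposited values were not whole numbers. The table held 11152 features, 74 of them predicted transcripts with no gene symbol, and no value of 0. Features without counts in some library may thus have been left out of it.

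Total expected counts ranged from 17727137 to 23194619 per library. The median total in females was 22476778 at 18 °C, 22431062 at 24 °C and 23010656 at 28 °C, and in males it was 18996726, 19160577 and 19914534. No male library reached the lowest female total of 21998441. One predicted transcript held more counts than any other feature in every library, with 8.48% ± 1.06 of the total (SD, n = 4) in females at 18 °C and 12.7% ± 1.24 (SD, n = 4) in males at 18 °C. The yolk protein genes Yp1, Yp2 and Yp3, which are expressed in females, held 0.740% ± 0.286 of the counts in females at 18 °C and 0.00228% ± 0.000327 in males (SD, n = 4 each), and every library had the level of its labelled sex.

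Counts were rounded to whole numbers, scaled between libraries with edgeR's TMM factors and tested with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.01 on the adjusted p-value, the FDR used in the paper. The linear model had temperature in degrees, sex, and their product, with females as the reference. In this coding, which follows the coefficients of Table S1, the temperature term is the slope in females, and the sex term is the difference between males and females extrapolated to 0 °C. A second model gave each of the 6 groups its own mean, and log2 fold changes between temperatures come from it. CPM values are scaled with the TMM factors. Gene positions are those of BDGP6.54, matched by gene symbol, because the paper's text does not name the genome build behind the counts.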

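In the linear model with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4661 of 9698 genes (48.1%) had a sex term past the threshold and 2886 (29.8%) had a temperature term past it. Of the genes called for temperature, 1845 had a positive slope in females and 1041 a negative one. The sex term was positive, higher in males at the extrapolated 0 °C, in 2729 genes and negative in 1932. The setting that moved these counts most was the Poisson model on rounded counts, which called 8481 genes for sex. With temperature centred on its mean and the sexes coded symmetrically, the sex term is a difference inside the temperature range studied, and 8170 genes passed for sex against 3169 for temperature.

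The direction of the calls depended on how libraries of different sex were scaled. Positive slopes made up 63.9% of the temperature calls with the TMM factors, 38.7% with DESeq2 and 43.2% with library totals alone. For the sex term, the share of positive calls was 58.5%, 43.9% and 36.9% under the same scalings, and the median log2 sex term of all genes moved from 0.44 to -0.05 and -0.13. TMM compares every library with a single reference library, here female 28 °C replicate 4. With each of the 23 libraries as the reference in turn, 2836 to 4409 genes were called for temperature, and 27.8% to 67.8% of them had a positive slope. Without female 28 °C replicate 1, 4760 genes were called for temperature.

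**Figure D2:**
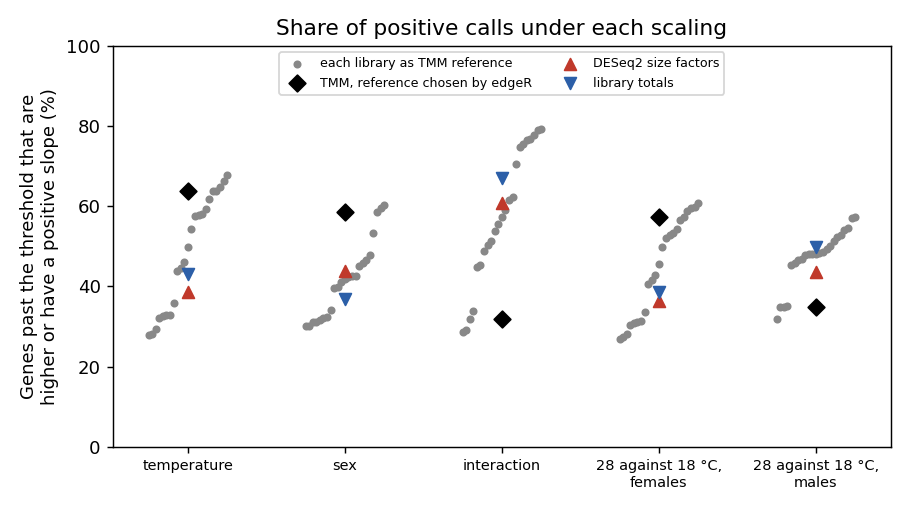
Percent of called genes that have a positive slope or a higher value, for the terms of the linear model and for 28 against 18 °C in each sex, with 1 grey point for each library used as the TMM reference and symbols for the reference chosen by edgeR, DESeq2 size factors and library totals. For the interaction, the share ran from 28.6% to 79.3% over the references.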

We found more transcripts associated with sex (38%) as compared to temperature (30%) in our gene expression analysis. Our interaction analysis also discovered that about 16% of the individual genes analyzed had a temperature by sex interaction (Table 2, Table S1).

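The interaction term passed the threshold in 1267 of 9698 genes (13.1%) under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The term, the slope in males less that in females, was positive in 405 of these genes and negative in 862, so positive terms made up 31.97% of the calls with the TMM factors. Under DESeq2 positive terms were 60.8% of 1860 calls, and with library totals 67.1% of 1442 calls. Without female 28 °C replicate 1, the count was 2570.

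In the model of group means, 3685 genes changed between 18 and 28 °C in females (2111 higher and 1574 lower at 28 °C) and 2906 changed in males (1015 higher and 1891 lower). Of the 1360 genes called in both sexes, 1209 changed in the same direction. The change itself differed between the sexes in 1936 genes, with 1343 more positive in females and 593 more negative. In females, higher genes were 57.3% of the calls, against 36.5% with DESeq2 and 38.5% with library totals, and the median log2 fold change of all genes moved from -0.01 to -0.15 and -0.14. In males, higher genes were 34.9% of the calls, against 43.6% and 49.8%, and the corresponding medians were -0.08, -0.03 and 0.01. More positive changes in females were 69.4% of the differences, against 40.5% and 34.5%, with medians of 0.14, -0.06 and -0.08. Without female 28 °C replicate 1, 5568 genes were called between 18 and 28 °C in females and 3179 for the difference between the sexes.

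**Figure D3:**
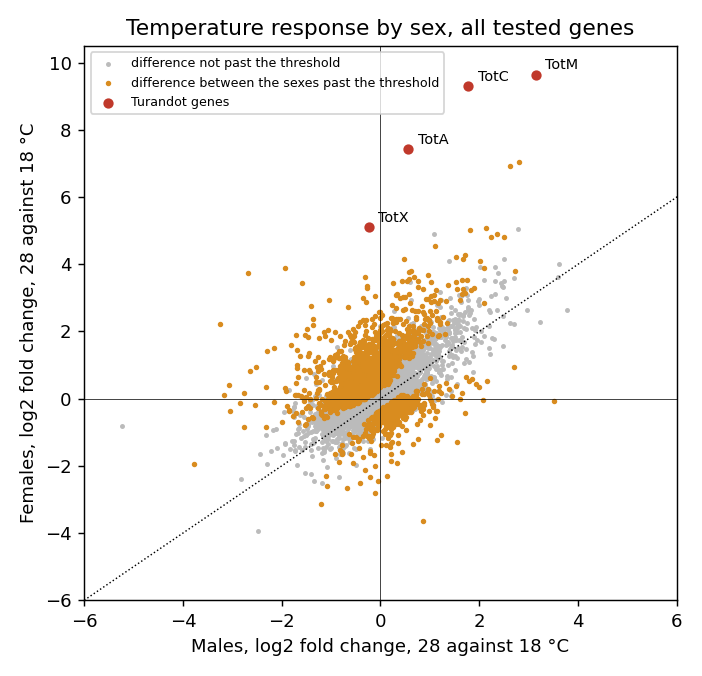
Log2 fold change between 18 and 28 °C in males (x axis) and females (y axis) for the 9698 tested genes, with an orange point where the difference between the sexes had an adjusted p-value under 0.01, red points for the 4 Turandot genes and a dotted line of equal change. TotM lies at 9.64 in females and 3.14 in males.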

**TABLE 2:** Cox proportional hazard results for *tot* mutant fly lifespan experiments.

Mutant	Effect	18°C			24°C			28°C		
		HR	CI	*p*	HR	CI	*p*	HR	CI	*p*
*totA*	RNAi (vs. Control)	0.1709	0.12–0.24	< 0.0001	0.6631	0.49–0.90	0.0086	0.3128	0.22–0.44	< 0.0001
	Male (vs. Female)	3.5969	2.61–4.96	< 0.0001	1.3972	1.04–1.88	0.0259	4.5714	3.33–6.26	< 0.0001
	Interaction	0.6323	0.40–0.99	0.0442	0.3729	0.25–0.57	< 0.0001	0.7698	0.50–1.18	ns
*totC*	RNAi (vs. Control)	0.2551	0.18–0.36	< 0.0001	0.7209	0.52–1.00	0.0514	0.0536	0.03–0.09	< 0.0001
	Male (vs. Female)	1.5998	1.20–2.14	0.0015	1.4100	1.04–1.91	0.0268	3.000	2.23–4.04	< 0.0001
	Interaction	7.2553	4.62–11.4	< 0.0001	4.2328	2.71–6.60	< 0.0001	52.432	27.4–100.1	< 0.0001
*totZ*	Knockout (vs. Control)	6.0287	4.15–8.76	< 0.0001	5.6041	3.99–7.87	< 0.0001	8.046	5.45–11.9	< 0.0001
	Male (vs. Female)	8.0498	5.43–11.9	< 0.0001	4.9832	3.58–6.94	< 0.0001	13.288	8.89–19.8	< 0.0001
	Interaction	0.0761	0.05–0.13	< 0.0001	0.1968	0.13–0.30	< 0.0001	0.0674	0.04–0.11	< 0.0001

Abbreviations: CI, 95% confidence interval (lower–upper); HR, hazard ratio; *p*, the *p*‐value for the indicated effect.

### 3.2 Effect of Turandot Knockdown on Lifespan

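The Turandot genes TotX, TotC, TotM and TotA rose with temperature in females. TotM had 0.736 ± 0.0678 CPM in females at 18 °C and 593 ± 570 CPM at 28 °C (SD, n = 4 each), a log2 fold change of 9.64 (standard error 0.89, adjusted p = 3.17e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TotC rose from 1.93 ± 0.729 to 1219 ± 895 CPM, a log2 fold change of 9.30 (standard error 0.95, adjusted p = 1.09e-07). TotA rose from 9.91 ± 3.03 to 1714 ± 1155 CPM, a log2 fold change of 7.43 (standard error 0.67, adjusted p = 2.15e-08). TotX rose from 3.54 ± 1.17 to 122 ± 107 CPM, a log2 fold change of 5.10 (standard error 0.58, adjusted p = 4.32e-07). In each of the 4 genes, every female library at 28 °C lay above every female library at 18 °C. The 4 calls held with each of the 23 libraries as the TMM reference. The changes exceed the shift of the median of all genes between scalings. The largest move from leaving out a library took TotM from 9.64 to 8.64.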

One set of genes that were consistently upregulated at higher temperatures and displayed markedly lower expression in our longest‐lived flies (Figure S2) were the Turandot (*tot*) genes (Figure 2). We then were interested in determining if knockdown of these genes led to longer lifespan at warm temperature. We tested the effects of knockdown of 3 easily obtainable lines (*totA, totC*, and *totZ*). Knockdown of *totA* led to an increase in lifespan in both sexes at all temperatures (Figure 3A–C). Cox proportional hazard modeling of *totA* knockdown lifespan data revealed the interaction of genotype by sex significantly lowered hazard ratios at 18°C and 24°C, indicating that the *totA* knockdown reduces hazard ratios more dramatically in males at these temperatures. At 28°C, the main effect of *totA* knockdown significantly reduced hazard ratio, and male sex significantly elevated hazard ratio, but their interaction was insignificant (Table 2). *totC* knockdown led to increased lifespan in females and shortened lifespan in males (Figure 3D–F). Cox proportional hazard modeling of *totC* knockdown lifespan data revealed the genotype by sex interaction significantly elevated hazard ratios at all temperatures, indicating *totC* knockdown significantly elevates hazard ratios in males compared to females (Table 2). *totZ* knockout led to increased lifespan in males and shortened lifespan in females (Figure 3G–I). Cox proportional hazard modeling of *totZ* knockout lifespan data revealed the genotype by sex interaction significantly reduced hazard ratios, indicating *totZ* knockout significantly reduces male hazard ratios compared to females (Table 2). Overall these lifespan effects were consistent across all temperatures, not just the warmest, when *tot* gene expression was the highest (Figure 2). It should however be noted that *totZ* flies were maintained on a different genetic background than *totA* or *totC* and thus, comparisons of effect size between mutations should be made with caution.

**FIGURE 2:**
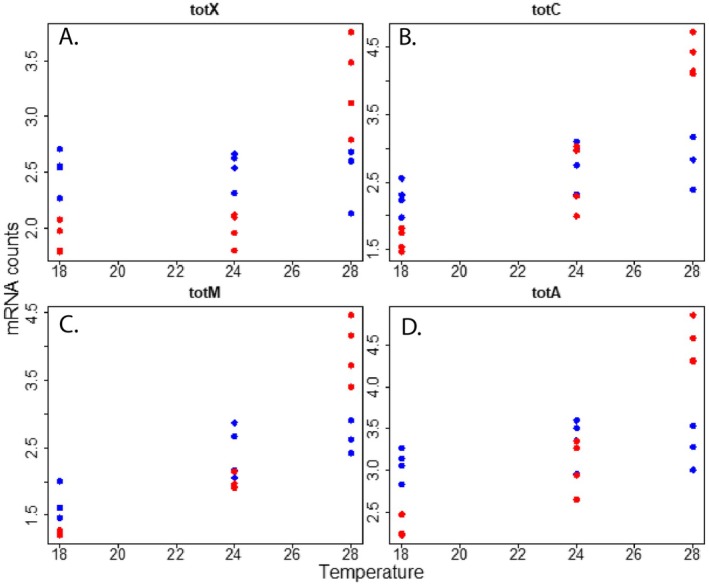
*tot* gene expression from RNAseq data. Log transformed counts of *totX* (A), *totC* (B), *totM* (C), and *totA* (D) are shown for visual purposes. Each dot represents a sample, females are shown in red, and males in blue. For all genes there was a significant temperature, sex, and sex‐by‐temperature interaction.

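TotA (chromosome 3R, 20871036 to 20871700), TotC (3R, 20872988 to 20873580) and TotX (3R, 20904917 to 20905518) lie within one region of BDGP6.54, and TotM lies on 2L from 5329857 to 5330464. TotB, TotE, TotF and TotZ have no entry in the deposited counts and were not analysed here. In the linear model, the slope in females per degree was 0.51 on the log2 scale for TotX (adjusted p = 1.57e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0.95 for TotC (1.96e-07), 1.10 for TotM (4.77e-07) and 0.74 for TotA (1.7e-07). The interaction term was -0.53 for TotX (adjusted p = 0.00113), -0.75 for TotC (0.000241), -0.77 for TotM (0.00268) and -0.66 for TotA (8.52e-05). The sex term, extrapolated to 0 °C, ran from 12.67 for TotX to 18.15 for TotM, with adjusted p-values between 1.33e-05 for TotA and 0.00126 for TotM. All 4 genes passed for the 3 terms, over all genes and adjusted over the list alone. Averaged over the temperatures studied, the difference between the sexes ran from -0.51 for TotC to 0.63 for TotX, and 0 of the 4 genes passed the threshold or had an unadjusted p-value under 0.05.

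The rise in females was larger between 24 and 28 °C than between 18 and 24 °C. From 18 to 24 °C, TotC rose by 3.71 (adjusted p = 0.00156) and TotA by 2.58 (0.00126), while TotM, at 2.54 (0.0291), and TotX, at 0.33 (0.66), did not pass the threshold of the same test. From 24 to 28 °C all 4 genes passed, with log2 fold changes of 4.77 for TotX, 5.59 for TotC, 7.10 for TotM and 4.85 for TotA. The paper describes these genes as higher at warm temperature and lower in its longest-lived flies. At 18 °C, where its males outlived females, mean TotA and TotM were higher in males than in females. From its description, the paper went on to ask whether knockdown would lengthen life at warm temperature.

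**Figure D4:**
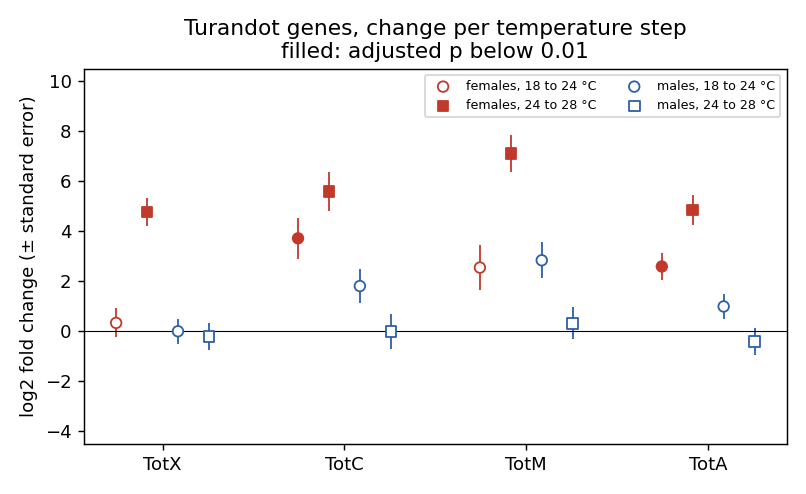
Log2 fold change with its standard error for TotX, TotC, TotM and TotA from 18 to 24 °C (circles) and from 24 to 28 °C (squares), in females (red) and males (blue), filled where the adjusted p-value was under 0.01. The filled squares of the females lie between 4.77 and 7.10.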

**FIGURE 3:**
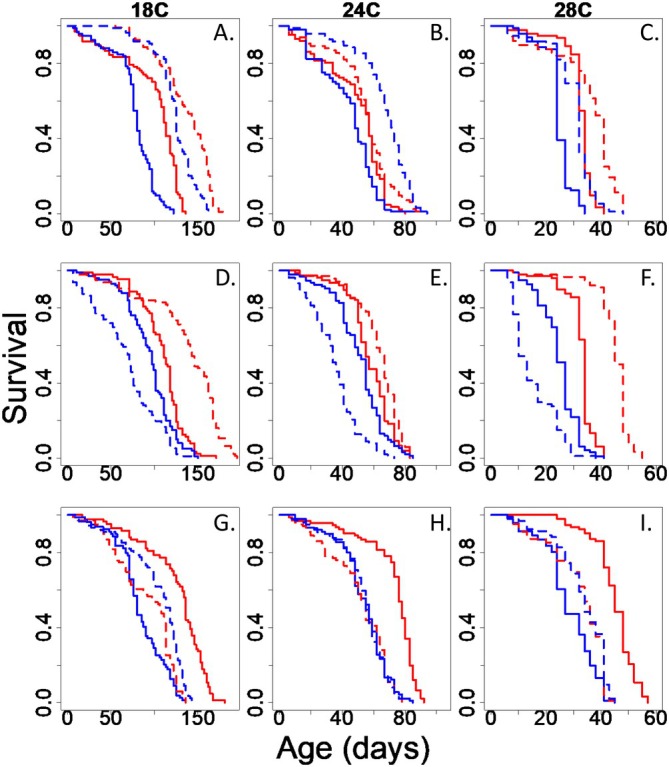
Longevity of three different tot genes at three different temperatures. Solid lines are controls, dashed lines are genetically modified. Males in blue, females in red. *totA* RNAi knockdown increased lifespan in males at all temperature and females at 18° and 28° (A–C). *totC* knockdown increased lifespan in females at all temperatures and decreased lifespan in males at all temperatures (D–F). *totZ* knockout increased lifespan in males at 18° and 28° and decreased lifespan in females at all temperatures (G–I). Note the *totZ* knockout was maintained on a different genetic background that the two knockdowns. For *totA N* = 84–107; for *totC N* = 68–102; for *totZ N* = 79–102.

To more completely analyze the effect Turandot gene mutation has on temperature‐dependent lifespan regulation, we carried out cox proportional hazard modeling on the effect of increasing temperature, Turandot genotype, and their interaction stratified by sex. In our *totA* cohort for both females and males, we detected a significant increase in hazard ratio with temperature elevation, a significant reduction in hazard ratio from *totA* RNAi, and a significant increase in hazard ratio from the temperature by RNAi interaction effect (Table 3). In our *totC* cohort for both females and males, we detected a significant increase in hazard ratio with temperature elevation; however, the effects of *totC* RNAi and the interaction of temperature by RNAi were insignificant (Table 3). In our female *totZ* cohort, we detected a significant increase in hazard ratio with increasing temperature or with *totZ* knockout, and a significant reduction of hazard ratio from the interaction of temperature elevation and *totZ* knockout (Table 3). In our male *totZ* cohort, we detected a significant increase in hazard ratio with increasing temperature, a significant reduction in hazard ratio from *totZ* knockout, and a significant elevation of hazard ratio from the interaction of temperature elevation and *totZ* knockout (Table 3).

**TABLE 3:** Cox proportional hazard results for the effects of temperature, Turandot genotype, and their interaction stratified by sex.

Mutant	Effect	HR	CI	*p*
*♀ totA*	Temperature	1.6345	1.55–1.73	< 0.0001
	RNAi (vs. Control)	0.0560	0.02–0.17	< 0.0001
	Interaction	1.0885	1.04–1.14	0.0041
*♂ totA*	Temperature	1.5713	1.50–1.65	< 0.0001
	RNAi (vs. Control)	0.0029	0.0007–0.01	< 0.0001
	Interaction	1.1977	1.13–1.26	< 0.0001
*♀ totC*	Temperature	1.8878	1.76–2.02	< 0.0001
	RNAi (vs. Control)	0.4812	0.15–1.58	ns
	Interaction	0.9813	0.93–1.03	ns
*♂ totC*	Temperature	1.4833	1.42–1.55	< 0.0001
	RNAi (vs. Control)	1.3595	0.50–3.67	ns
	Interaction	1.0203	0.98–1.06	ns
*♀ totZ*	Temperature	1.6769	1.59–1.77	< 0.0001
	Knockout (vs. Control)	14.213	4.20–48.0	< 0.0001
	Interaction	0.9497	0.90–1.0	0.0434
*♂ totZ*	Temperature	1.5263	1.45–1.60	< 0.0001
	Knockout (vs. Control)	0.1898	0.06–0.57	0.0032
	Interaction	1.0566	1.01–1.11	0.0192

Abbreviations: CI, 95% confidence interval (lower–upper); HR, hazard ratio; *p*, the *p*‐value for the indicated effect.

### 3.3 Influence of Temperature on “Aging” Genes

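Of the genes InR, chico, RpS6, S6k and mTor, the linear temperature term passed the threshold for S6k, with an adjusted p of 0.00447 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For InR it was 0.0226, for RpS6 0.039, for chico 0.0739 and for mTor 0.162, and 4 of the 5 genes had an unadjusted p-value under 0.05. The count adjusted over the list alone was also 1. In the 23 fits without 1 library, the term of S6k passed in 20 and those of InR and RpS6 in 7 each. Between 18 and 28 °C, 3 of the 5 genes fell in females, over all genes and adjusted over the list alone. InR (3R, 21570248 to 21619321) went from 70.05 ± 4.07 to 44.6 ± 2.36 CPM in females (SD, n = 4 each), a log2 fold change of -0.65 (standard error 0.12, adjusted p = 9.02e-05), with every library at 28 °C below every library at 18 °C. RpS6 (X, 7899624 to 7901331) changed by -0.43 (standard error 0.09, adjusted p = 0.000408). S6k (3L, 5797549 to 5810931) changed by -0.30 (standard error 0.06, adjusted p = 0.000315). In males, S6k changed by -0.44 (standard error 0.06, adjusted p = 2.42e-05), and InR, at -0.22 (adjusted p = 0.163), and RpS6, at -0.11 (0.356), did not pass. Without male 28 °C replicate 1, InR changed by -0.43 in males (adjusted p = 0.00767), and without male 28 °C replicate 3 by -0.05. Without female 18 °C replicate 4, the female changes were -0.69 for RpS6 and -0.53 for S6k. RpS6 in males changed by -0.03 without female 24 °C replicate 1. The difference between the sexes was -0.43 for InR (adjusted p = 0.0533) and -0.32 for RpS6 (0.0637), and 0 of the 5 genes passed for it, with 2 at an unadjusted p-value under 0.05. With DESeq2 both differences passed, at -0.63 (0.00302) and -0.51 (0.000117), and as the TMM reference 11 of the 23 libraries gave a call for InR and 14 for RpS6. The difference of InR was -0.77 (adjusted p = 0.00183) without female 28 °C replicate 1 and -0.23 without male 28 °C replicate 1, and that of RpS6 was -0.66 (7.44e-05) without female 18 °C replicate 4. The 3 calls in females and the call of S6k in males kept their direction and passed with each of the 23 libraries as the TMM reference.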

We also found significant effects of temperature on some, but not all, of the commonly studied longevity genes including InR, S6 kinase, and ribosomal protein S6 (Figure S1). Many of these genes had their highest expression at the lowest temperatures where flies lived the longest (Figure S1D,E), opposite what would potentially be expected. 

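S6k was highest at 18 °C in both sexes, with 196 ± 11.6, 193 ± 7.40 and 159 ± 3.76 CPM at 18, 24 and 28 °C in females and 165 ± 2.94, 145 ± 12.8 and 122 ± 4.94 CPM in males (SD, n = 4, or 3 for males at 28 °C). InR was highest at 24 °C in females, with 79.4 ± 6.33 CPM, and fell by 0.83 on the log2 scale from 24 to 28 °C (adjusted p = 1.28e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RpS6 likewise had its highest level in females at 24 °C, 2334 ± 222 CPM, and fell by 0.56 from 24 to 28 °C (adjusted p = 5.27e-05). Between 18 and 28 °C, mTor (2L, 13004480 to 13013197) changed by 0.16 in females (adjusted p = 0.0958) and by 0.26 in males (0.0152). The female change reversed to -0.12 without female 28 °C replicate 1 and ran from -0.07 to 0.18 over the TMM references. The male change passed with DESeq2, at 0.32 (0.00454), with 13 of the 23 references, and in 5 of the 23 fits without 1 library, among them the fit without female 28 °C replicate 1. chico rose by 0.48 in females from 18 to 24 °C (adjusted p = 0.000305) and reached 61.7 CPM, its highest female level.

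**Figure D5:**
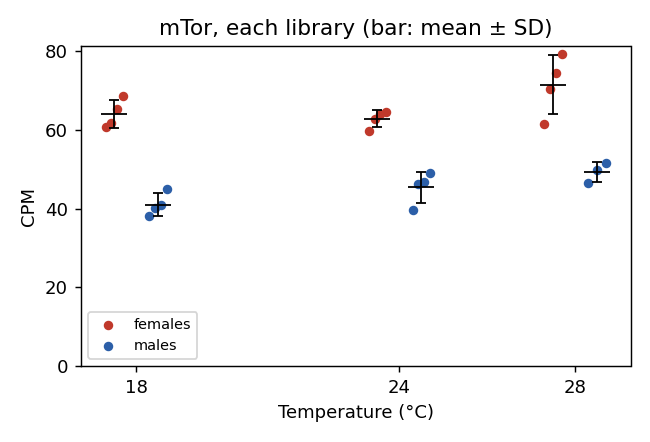
CPM of mTor in each library by temperature, females in red and males in blue, with the mean and SD of each group as black bars. Means ran from 62.8 to 71.4 CPM in females and from 41.02 to 49.3 CPM in males, and both were highest at 28 °C.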

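Averaged over the 3 temperatures, 4 of the 5 genes InR, chico, RpS6, S6k and mTor differed between the sexes, over all genes and adjusted over the list alone. The log2 difference of males against females was -0.55 for mTor (adjusted p = 2.39e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.35 for S6k (4.91e-09) and -0.27 for RpS6 (5.4e-05), all lower in males. chico was higher in males, by 0.30 (adjusted p = 1.1e-05), and passed with 19 of the 23 libraries as the TMM reference. For InR the difference was 0.11 (adjusted p = 0.147), and its sign changed between references, from -0.10 to 0.11. At 18 °C, InR had 74.6 ± 6.53 CPM in males, and at 28 °C it had 64.1 ± 16.5 CPM in males (SD, n = 4 and 3).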

The expression of these “aging” genes was also generally higher in female flies, the generally longer‐lived group, compared to the male flies. We also found variation in how the Hsp's responded to temperature (Figure S3). 

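Of the 11 heat shock protein genes of Figure S3, 5 changed between 18 and 28 °C in females and 4 in males, over all genes and adjusted over the list alone. Hsp23 rose most in females, from 2.48 ± 0.338 to 15.1 ± 2.46 CPM (SD, n = 4 each), a log2 fold change of 2.60 (standard error 0.18, adjusted p = 6.24e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose in males by 1.12 (standard error 0.16, adjusted p = 1.55e-05). Hsp22 changed in opposite directions, by -1.28 in females (adjusted p = 0.000193) and 1.55 in males (8.22e-05), and the difference between the sexes, -2.83, had an adjusted p of 1.06e-05. The differences for Hsp23, at 1.47 (adjusted p = 0.00013), and Hsp70Ab, at -2.02 (5.44e-05), also passed. These 3 differences kept their direction and passed with each of the 23 TMM references. With DESeq2, Hsp60A, Hsp83 and Hsp26 passed as well, at -0.59, -0.54 and -0.73, Hsp60A and Hsp26 also with library totals, as all 3 did without female 28 °C replicate 1, at -0.74, -0.73 and -0.96. Hsp70Bc passed without female 28 °C replicate 4, at -1.43 (adjusted p = 0.000416), and Hsp67Ba without male 18 °C replicate 3, at 0.95 (0.00365). The linear temperature term passed for 5 of the 11 genes and the interaction for 3, with 5 adjusted over the list alone. The interaction of Hsp70Ab passed in 17 of the 23 fits without 1 library.

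**Figure D6:**
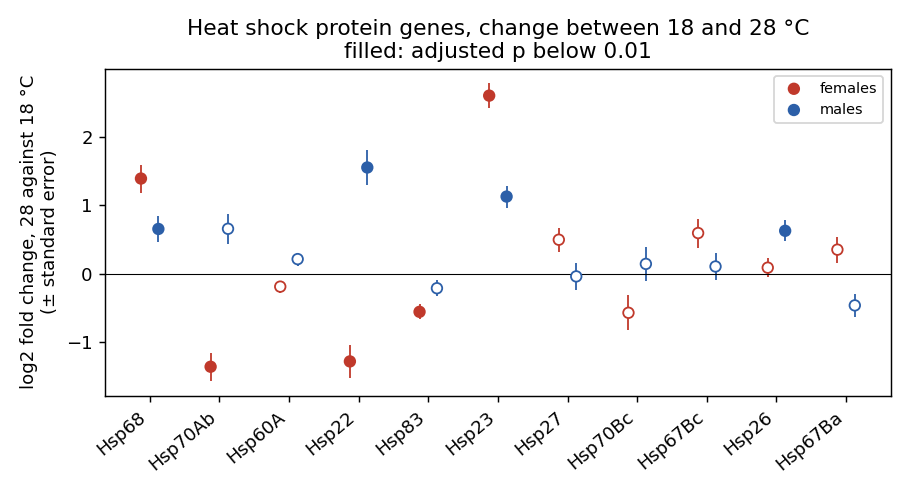
Log2 fold change between 18 and 28 °C with its standard error for the 11 heat shock protein genes, females in red and males in blue, filled where the adjusted p-value was under 0.01. Hsp22 lies at -1.28 in females and at 1.55 in males. Hsp26 in females, at 0.09, and Hsp27 in males, at -0.04, changed sign under DESeq2 size factors, to -0.05 and 0.01.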

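In females, Hsp70Ab (3R, 11958535 to 11960909) fell from 93.6 ± 9.19 CPM at 18 °C to 22.5 ± 1.35 at 24 °C and reached 36.4 ± 8.52 at 28 °C (SD, n = 4 each). Its log2 fold change was -2.06 from 18 to 24 °C (adjusted p = 1.74e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.70 from 24 to 28 °C (0.0108). The file holds Hsp70Ab and Hsp70Bc as the only copies of Hsp70, and the counting could have divided reads between them. Hsp83 fell in females by 0.56 between 18 and 28 °C (adjusted p = 0.000268) and changed by -0.21 in males (0.154), a difference of -0.34 (0.102). Without female 28 °C replicate 1, Hsp83 changed by -0.86 in females and the difference was -0.73 (adjusted p = 0.000768), and without male 28 °C replicate 1 it changed by -0.06 in males. Hsp60A changed by -0.19 in females (adjusted p = 0.0747) and 0.21 in males (0.0748), and the female change passed with DESeq2, at -0.33 (0.00033), and without female 28 °C replicate 1, at -0.45 (9.84e-05). The male change passed with library totals, at 0.31 (0.00714), in 2 of the 23 fits without 1 library and with 12 of the 23 TMM references, and was 0.32 without male 28 °C replicate 1 and 0.13 without male 28 °C replicate 3. In males, Hsp70Ab changed by 0.65 between 18 and 28 °C (adjusted p = 0.0208) and passed with DESeq2, at 0.71 (0.0065), and without male 28 °C replicate 1, at 0.88 (0.00368), while it was 0.37 without male 28 °C replicate 2. Hsp27 changed by 0.49 in females (adjusted p = 0.0237), by 0.19 without female 28 °C replicate 1, and passed without male 24 °C replicate 1 (0.00866).

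For Hsp70Bc, Hsp67Bc, Hsp26 and Hsp67Ba, the adjusted p-values between 18 and 28 °C in females were 0.0651, 0.0244, 0.649 and 0.133. In males, Hsp26 rose by 0.62 (standard error 0.16, adjusted p = 0.0029 from the same test), with every library at 28 °C above every library at 18 °C, and the other 3 genes did not pass. The call of Hsp26 was lost without male 28 °C replicate 3 (adjusted p = 0.0191). The female change of Hsp70Bc passed with DESeq2, at -0.72 (0.00705), in 3 of the 23 fits without 1 library, among them the fit without female 28 °C replicate 4, at -1.20 (5.4e-05), and with 4 of the 23 references. Without male 18 °C replicate 3, Hsp67Ba changed by -0.60 in males (adjusted p = 0.00401).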

Similar to the “aging” genes, many Hsp's were higher at the lower temperatures (Figure S3B–E), not necessarily the warmer temperatures, and several showed no significant changes with temperature (Figure S3H–K). When examined individually many of the Hsp's display clear differences in expression between the sexes, however the direction of this difference is inconsistent and a clear pattern (i.e., generally higher expression in one sex) is absent.

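Averaged over the 3 temperatures, 9 of the 11 heat shock protein genes differed between the sexes, 5 higher in males and 4 higher in females, over all genes and adjusted over the list alone. The log2 difference of males against females was 3.46 for Hsp68 (adjusted p = 1.68e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2.79 for Hsp23, 2.12 for Hsp67Ba, 1.93 for Hsp67Bc and 1.70 for Hsp70Bc. It was -2.35 for Hsp26, -1.42 for Hsp27, -0.95 for Hsp83 and -0.63 for Hsp60A. These 9 genes kept their direction and passed with each of the 23 libraries as the TMM reference. Hsp22, at 0.33 (adjusted p = 0.0347), and Hsp70Ab, at -0.33 (0.015), did not pass, and Hsp70Ab passed with 20 of the 23 references.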

### 3.4 Metabolic Changes of Temperature‐Dependent Lifespan

Our GO analysis found that flies raised at warmer temperatures generally had higher levels of genes related to sugar/carbohydrate transmembrane transport (Figure S4A; Table S2) while flies raised at lower temperatures had higher levels of ribosome and proteasome genes (Figure S4B; Table S2). These indicate that environmental temperature is a significant regulator of carbohydrate metabolism and proteasome activity in adulthood. 

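Gene ontology terms were not used here. Instead, 3 lists of genes defined by symbol were tested with camera on the slopes per sex, with a preset correlation of 0.01 between genes. Camera compares a list with all other genes, so its direction is relative to them. The 86 ribosomal protein genes fell with temperature in females (adjusted p = 1.37e-07), as did 32 proteasome subunit genes (0.00144), and 22 sugar transporter genes of the SLC2 family rose (1.75e-06). In males the adjusted p-values were 0.538 for the ribosomal proteins, below the other genes, and 0.182 for the proteasome, above them. For the sugar transporters, also above the other genes, it was 0.00758. The slopes differed between the sexes in each list, with adjusted p-values of 9.53e-07, 9.06e-06 and 0.00592. Under fry the rise of the sugar transporters in females passed (3.15e-05), and the female adjusted p-values were 0.0464 for the ribosomal proteins and 0.0155 for the proteasome. With the correlation estimated from the data, no list passed in either sex, and the lowest adjusted p was 0.418 for the sugar transporters in females, with 0 of the 3 lists at an unadjusted p under 0.05 (the lowest was 0.0696). Without female 18 °C replicate 3, the proteasome in females had an adjusted p of 0.011, and the call of the sugar transporters in males was lost in 12 of the 23 fits without 1 library, with 0.0408 at most (without male 18 °C replicate 1).

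Between 18 and 28 °C in females, the median log2 fold change was -0.39 for the ribosomal protein genes, of which 66 were called lower (69 adjusted over the list alone). It was -0.19 for the proteasome, with 9 genes lower (9 adjusted over the list alone), and -0.19 with a paralog added as the 33rd gene. It was 1.10 for the sugar transporters, with 18 higher and 1 lower (19 adjusted over the list alone). These directions held under DESeq2, library totals and every TMM reference. In males the medians were -0.17, -0.02 and 0.51, and that of the proteasome changed sign to 0.04 with DESeq2 and 0.08 with library totals. From 24 to 28 °C the ribosomal protein genes fell by 0.55 in females, with 85 of 86 called lower, after a median change of 0.15 from 18 to 24 °C. The proteasome fell from 18 to 24 °C, by 0.24, with 11 genes lower, and its median from 24 to 28 °C was 0.04, which changed sign to -0.01 with DESeq2 and -0.05 with library totals. The sugar transporters rose from 24 to 28 °C by 0.64 in females and 0.22 in males.

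**Figure D7:**
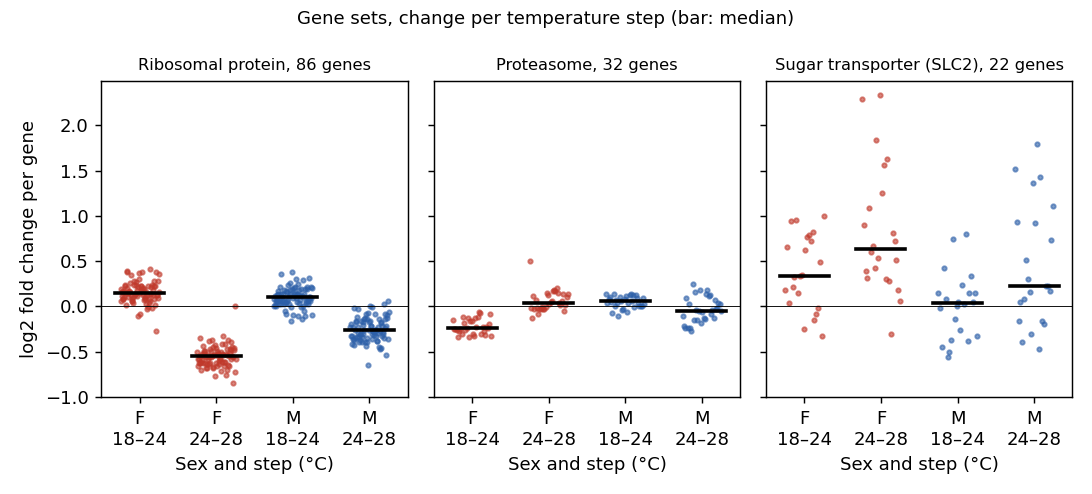
Log2 fold change of each gene of the 3 lists from 18 to 24 °C and from 24 to 28 °C in females (F, red) and males (M, blue), with the median of the list as a black bar. The ribosomal protein genes of females have medians of 0.15 and -0.55, and the proteasome medians of females from 24 to 28 °C, 0.04, and of males from 24 to 28 °C, -0.05, change sign with DESeq2 size factors, to -0.01 and 0.02.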

Our PCA of the transcriptome showed clear separation of both sex (PC1) and temperature (PC2) (Figure 4A). 

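In a principal components analysis of log2 (CPM + 1) for the 9698 genes, centred and scaled to unit variance, PC1 held 62.9% of the variance and PC2 14.8%. Sex accounted for 96.5% of the variance of the 23 libraries along PC1 (permutation test with 100000 permutations, p = 1e-05, the smallest they can give). Temperature accounted for 83.1% of the variance along PC2 when its labels were permuted within each sex (permutation test, p = 1e-05, the smallest they can give), and sex accounted for 0.360% of it. With genes centred but not scaled, PC1 held 79.0% and PC2 10.7%. Within females, temperature accounted for 96.6% of the variance along PC2 (permutation test, p = 0.00013), and within males for 70.7% (permutation test, p = 0.01). Mean PC2 scores of females were -43.6 ± 8.77, -6.88 ± 4.46 and 56.9 ± 12.1 at 18, 24 and 28 °C (SD, n = 4 each). Those of males were -21.2 ± 21.4, -14.3 ± 22.8 and 38.8 ± 1.86 (SD, n = 4, 4 and 3), so males at 18 and 24 °C differed by less than the spread of either group.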

Clustering analysis of all transcripts using Euclidean distance found that the sexes clearly separate (Figure S5). 

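Hierarchical clustering of log2 (CPM + 1) with Euclidean distance and complete linkage, divided into 2 clusters, separated the 12 female from the 11 male libraries without exception, an adjusted Rand index of 1 (permutation test, p = 1e-05, the smallest that 100000 permutations can give). Average and Ward linkage, genes scaled to unit variance, a pseudocount of 0.1 CPM, the filter on mean CPM and TMM library sizes also gave 1, as did each fit without 1 library.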

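When the 12 female libraries were divided into 3 clusters, each cluster held the 4 libraries of one temperature, an adjusted Rand index of 1 (permutation test of the temperature labels, p = 0.00013). With genes scaled to unit variance the index in females was 0.571 (permutation test, p = 0.00268). The 11 male libraries gave 0.421 (permutation test, p = 0.012). In males, the 3 libraries at 28 °C formed one cluster, male 18 °C replicate 3 stood alone, and the other 3 libraries at 18 °C fell together with the 4 at 24 °C. The male index was 0.216 without male 18 °C replicate 2 (permutation test, p = 0.142), 0.241 without male 28 °C replicate 1 (permutation test, p = 0.0789) and at most 0.51, without male 18 °C replicate 4. Libraries of different temperature were a median Euclidean distance of 58.7 apart in females and 43.1 in males, and libraries of the same temperature 25.4 and 26.3.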

The temperatures at which the females were maintained are clearly delineated, but the same pattern is less apparent in males.

**FIGURE 4:**
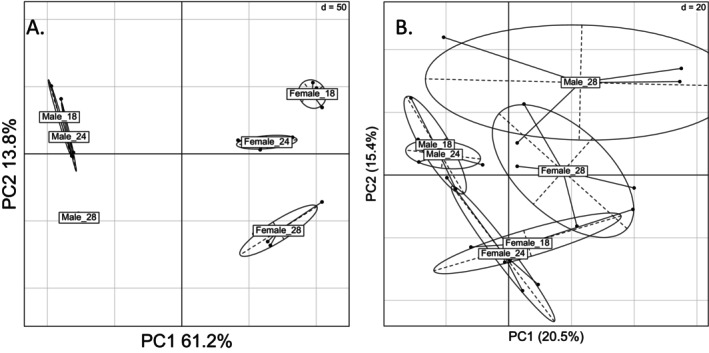
Transcriptomics and Positive metabolomics PCA of temperature and sex. For transcriptomics data PC1 was significantly associated with sex (*p* = 7.30e‐16) and PC2 was significantly associated with temperature (*p* = 2.36e‐7) (A). For metabolomics data (positive mode shown), PC1 was associated with temperature (*p* = 0.037) while sex was associated with PC2 (*p* = 0.0001) (B).

We then ran a metabolomics analysis of flies collected at the same time as the transcriptomic analysis. We found 3%–7% of the metabolome changed with adult temperature while less than 1% of metabolites were associated with sex (Table 4, Tables S3 and S4). When we ran our metabolic pathway enrichment analysis, we found 20 metabolic pathways enriched for temperature metabolites, and no pathways enriched for sex differences metabolites (Table S5). Most of these temperature pathways dealt with amino acid metabolism (Figure S6), specifically proline, glutamine, and arginine (Table S5), indicating that amino acid biosynthetic processes are tightly regulated by environmental temperature. Our PCA showed separation of 18°C and 24°C with 28°C, but no separation of 18°C and 24°C (Figure 4B). We then removed 28°C samples from our analysis and found a clearer separation of the temperatures. Sex was also clearly delineated in our metabolomics PCA, even though very few individual metabolites were associated with sex.

**TABLE 4:** Numbers of transcripts and metabolites associated with temperature, sex, and their interaction.

Factor	Genes	Metabolites (+ ion)	Metabolites (− ion)
Temperature	2984 (30.8%)	225 (7.3%)	106 (3.3%)
Sex	3763 (38.8%)	24 (0.8%)	1 (0.03%)
Temperature × Sex	1576 (16.3%)	3 (0.1%)	9 (0.3%)

## 4 Discussion

The *Drosophila* metabolome and transcriptome are both highly influenced by the temperature in which the animals reside, consistent with decades of previously published work; we found that lower temperatures led to increased lifespan in both males and females. We found a temperature by sex interaction in which males were shorter lived at the warm and middle temperature but longer lived at the cool temperature. To discover molecular changes that might explain this interaction, we looked specifically at our transcriptomic and metabolomic analysis for specific interaction genes and metabolites. We found that 16% of genes showed a temperature by sex interaction (Table 2), and these genes might help explain the same interaction that is seen in our longevity analysis. 

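The change between 18 and 28 °C was more positive in females in 1343 genes. These were 69.4% of the differences between the sexes, against 40.5% with DESeq2 and 34.5% with library totals, so the majority depended on the scaling. Of the 1343 genes, 897 rose in females and 491 fell in males. Among them, 687 rose in females without a call in males, and 366 fell in males without a call in females. Of the 593 genes with a more negative change in females, 356 fell in females and 247 rose in males. These counts are those of the TMM factors, and the majority reversed under other scalings. The change was more positive in females in 985 genes and more negative in 1450 with DESeq2, and in 712 and 1353 with library totals. From 24 to 28 °C, 2677 genes changed in females (1172 higher) and 1106 in males (383 higher) under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From 18 to 24 °C, 2375 genes changed in females (1531 higher) and 356 in males (174 higher).

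The share of higher genes from 24 to 28 °C was 43.8% in females, against 32.5% with DESeq2 and 25.1% with library totals, and 34.6% in males, against 51.4% and 40.1%. From 18 to 24 °C it was 64.5% in females, against 43.5% and 61.8%, and 48.9% in males, against 36.4% and 66.9%. Male counts moved with single libraries: 130 genes changed from 18 to 24 °C without male 24 °C replicate 3, and 565 from 24 to 28 °C without male 28 °C replicate 1. In females, 1306 genes changed from 18 to 24 °C without female 24 °C replicate 3. With DESeq2, 774 genes changed from 18 to 24 °C in males.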

There appear to be strong patterns of increased gene expression in many genes in females at warmer but not standard and low temperature. This sex difference in temperature regulated longevity is something that is not often reported but does exist. Previous work in *D. simulans* suggests that warmer temperature has a more detrimental effect on male lifespan as compared to female (Parsons 1977), just as we see in this study with *D. melanogaster* . Broadly, little is known about sex‐by‐temperature interactions in longevity, presenting a critical knowledge gap. Our data presented here highlight the importance of treating sex as a biological variable, as both our transcriptomic and metabolomic datasets were clearly separated based on sex (Figure 4), and sex had clear effects on the overall lifespan of our flies. Future studies would be well advised to account for sex to ensure these biologically relevant effects are captured.

### 4.1 Turandot Genes in Lifespan Extension

One group of genes that we found to be consistently upregulated in response to increased temperature, as well as showing strong temperature by sex interactions, was the *tot* genes. The *tot* gene family comprises eight *Drosophila‐*specific genes that function in the fruit fly Jak/Stat pathway (Agaisse and Perrimon 2004). Previous research has shown that the entire family of genes is significantly upregulated in response to stress (Ekengren and Hultmark 2001), including heat shock, with a majority of research on the *tot* genes also involved in fly immunity. Unlike the typically studied heat shock proteins, the *tot* genes are secreted into the hemolymph in response to stress (Ekengren and Hultmark 2001). In addition, very young flies (2–3 day adults) appear to show very low *tot* gene expression, with only *totB* and *totC* being detectable by RT‐PCR (Ekengren and Hultmark 2001).

*totA* has previously been shown to be upregulated with age, and *totA* overexpression leads to improved heat stress resistance in female flies (Ekengren et al. 2001). We found all the *tot* genes measured in our study were increased in response to higher temperature (Figure 3), even though this temperature would not be considered as high as a typical “heat shock”. 

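In males, the change between 18 and 28 °C passed the threshold for TotM, with a log2 fold change of 3.14 (standard error 0.74, adjusted p = 0.00189 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). TotC changed by 1.78 (standard error 0.73, adjusted p = 0.0532), TotA by 0.57 (standard error 0.54, adjusted p = 0.415) and TotX by -0.23 (standard error 0.54, adjusted p = 0.76). The call of TotM was lost without male 28 °C replicate 2 (2.62, adjusted p = 0.0142) and held with each of the 23 TMM references, and the sign of TotX changed to 0.14 without male 28 °C replicate 1. Without male 28 °C replicate 2, TotC changed by 1.01, TotA by 0.06 and TotX by -0.55 in males, and without male 28 °C replicate 1, TotA changed by 0.89. Adjusted over the list alone, the count was also 1 of 4. TotA had 73.3 ± 24.9, 145 ± 70.3 and 109 ± 59.8 CPM in males at 18, 24 and 28 °C, and TotM had 2.87 ± 1.82, 20.7 ± 16.5 and 25.7 ± 14.1 CPM (SD, n = 4, 4 and 3). From 18 to 24 °C in males, 0 of the 4 genes passed and 2 had an unadjusted p-value under 0.05, with TotM past the threshold when adjusted over the list alone. From 24 to 28 °C, 0 passed and 0 had an unadjusted p-value under 0.05. The change between 18 and 28 °C was larger in females than in males by 5.33 for TotX (adjusted p = 5.19e-05), 7.51 for TotC (7.46e-05), 6.50 for TotM (0.000331) and 6.87 for TotA (8.28e-06), and these 4 differences held with each of the 23 TMM references.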

From these results, we hypothesized that knockdowns of the *tot* genes would lead to increased lifespan at warm temperatures with no effect at cooler temperatures. Surprisingly, we observed lifespan changes at our coolest temperature for all *tot* mutants used, highlighting the importance of these genes in regulating lifespan.

### 4.2 Mammalian Orthologs of Turandot Genes

Although the Turandot genes themselves lack direct sequence orthologs in vertebrates, their functional context—transcriptional regulation by the JAK/STAT pathway and secretion into systemic circulation—draws a compelling parallel to mammalian biology. In mammals, the JAK/STAT pathway is a central regulator of cytokine production and the inflammatory response. Chronic activation of JAK/STAT signaling is a hallmark of aging, often termed “inflammaging,” and is a primary driver of the Senescence‐Associated Secretory Phenotype (Bina and Zeidler 2009; Xu et al. 2015; Yan et al. 2018). Much like the *tot* genes in flies, mammalian pro‐inflammatory cytokines (e.g., IL‐6) are secreted systemically and increase with age and stress.

Recent mammalian studies demonstrate that dampening this pathway yields longevity benefits; for instance, treatment with JAK inhibitors (e.g., Ruxolitinib) reduces inflammation, alleviates frailty, and improves physical function in aged mice (Xu et al. 2015). Our finding that *tot* knockdown extends lifespan suggests that Drosophila *tot* genes may function as the evolutionary/functional equivalent of mammalian pro‐inflammatory cytokines. Thus, the longevity benefit we observe upon *tot* reduction potentially stems from a reduction in “sterile inflammation” or the metabolic cost of constitutive immune activation, mirroring the benefits of JAK/STAT inhibition in mammals. Future work evaluating the activity of Turandot proteins, beyond the level of RNA abundance, is warranted to empirically evaluate this hypothesis.

### 4.3 The Interaction of Sex and the Turandot Genes

We found interesting sex‐specific patterns when knocking down *tot* genes across all temperatures. Knocking down *totA*, the most studied of all the *tot* genes, increased longevity in both sexes at all temperatures. However, knocking down *totC* increased lifespan in females, but decreased it in males. Eliminating *totZ* expression had an opposite effect, increasing longevity in males but decreasing it in females. We should interpret this difference cautiously, however, as *totZ* was studied in a different genetic background than either of the RNAi knockdowns. These results suggest that the *tot* family of genes may be “aging” genes and not necessarily temperature‐dependent genes, as we had expected to find that knockdown of the genes would increase lifespan at warmer temperatures with no or little effect at low temperatures due to their low expression profile. While the *tot* genes are a family of duplicated genes, they have overall low sequence homology (Ekengren and Hultmark 2001). Potentially, this divergence in gene sequences may account for the opposite sex‐specific effects we see between *totC* and *totZ*. It is also notable that “omics” analyses were conducted on whole fly bodies, and our knockdowns were not tissue‐specific. This represents a key limitation of our study as the contribution of individual organ systems cannot be determined, which may partially obscure mechanisms for the sex effects we observed in our survival studies. Organ system specific effects of these genes still need to be investigated to more completely understand their role in aging.

### 4.4 Inconsistent Effect of Temperature on Heat Shock Proteins

We were also interested in determining if the more commonly studied heat shock proteins, *hsps*, were differently regulated at the various temperatures, even if our employed temperatures may not represent a major “heat shock”. *hsps* have previously been shown to have strong individual effects on lifespan in *Drosophila* (Tower 2011). We found significant variation in the *hsps* with temperature and often observed opposite patterns than would be expected. For example, *hsp68* overexpression has previously been shown to increase lifespan (Wang et al. 2003); however, we found the highest expression was in the warm, short‐lived flies (Figure S2), though the effect was much stronger in males than females. 

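Hsp68 (3R, 24055080 to 24057310) had its highest level at 28 °C in both sexes, with 8.404 ± 2.44 CPM in females (SD, n = 4) and 78.5 ± 4.27 CPM in males (SD, n = 3), from 3.20 ± 0.647 and 50.0 ± 7.42 CPM at 18 °C (SD, n = 4 each). The log2 fold change between 18 and 28 °C was 1.39 in females (standard error 0.20, adjusted p = 1.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 0.65 in males (standard error 0.18, adjusted p = 0.00714). The difference, 0.74 larger in females, had an adjusted p of 0.0439 and passed the threshold with none of the 23 libraries as the TMM reference. Without male 18 °C replicate 3, the male change was 0.57 (adjusted p = 0.0208), and the male call was lost in 6 of the 23 fits without 1 library. The difference was 0.27 (adjusted p = 0.395) without female 28 °C replicate 4. From 18 to 24 °C, Hsp68 rose by 1.10 in females (adjusted p = 0.00048).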

Our results suggest that we might not fully grasp the roles of *hsp* expression in aging at physiologically “normal” temperatures. In addition, our samples were taken at a much later life stage than most previous expression data in flies, which might explain part of the incongruence in our data and previously published results. 

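Between 18 and 28 °C in females, the log2 fold changes of the 11 heat shock protein genes lay between -1.36 and 2.60, with a median of 0.09, and those of the 4 Turandot genes lay between 5.10 and 9.64, with a median of 8.36. In males, the heat shock protein genes lay between -0.47 and 1.55 and the Turandot genes between -0.23 and 3.14. Under the scaling alternatives, the median of the Turandot genes in females stayed between 8.13 and 8.39.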

Taken together, the heat shock proteins were less changed in response to temperature compared to the Turandot genes, which is similar to previous results seen in *D. simulans* (Manenti et al. 2018).

### 4.5 Influence of Sex on the Transcriptome and the Metabolome

While the overall goal of this study was to determine potential molecular underpinnings of temperature mediated lifespan extension, our largest gene expression differences were found with respect to sex. This result is unsurprising as sex has been shown to cause significant variation in all levels of “omic” variation (e.g., Chang et al. 2011; Hoffman et al. 2014). 

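Averaged over the 3 temperatures, 8404 of 9698 genes (86.7%) differed between the sexes under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 4574 higher in males and 3830 higher in females. Higher genes in males were 54.4% of the calls, against 52.5% with DESeq2, 51.4% with library totals and 46.4% to 54.8% over the TMM references. Whole bodies were sequenced, so genes expressed in the sex organs are among them.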

We utilized fly whole bodies which includes the sex organs which will also lead to strong sex differences in gene and metabolite regulation. We did not find a strong signal of sex in the individual metabolites analysis, as previous studies have reported (e.g., Hoffman et al. 2014; Zhou et al. 2020), though one was seen in the entire metabolomic PCA. Potentially, the later ages at which the metabolome was analyzed in these experiments led to a smaller sex effect; however, as the transcriptomic response to sex was still large at the middle age used, it is puzzling that our metabolomic study failed to show a similar pattern. Another explanation, is that the sex effects for each metabolite are relatively small, but when combined in the entire metabolome, they show a strong signal. Overall, our transcriptomics analysis found many more genes associated with either sex or temperature as compared to individual metabolites, and temperature was more clearly delineated in our transcriptomic as compared to metabolomic analysis.

In conclusion, we identify the Turandot gene family as a novel, temperature‐sensitive influencer of longevity. Our results support a model where chronic activation of stress/immune pathways (JAK/STAT signaling) limits lifespan, similar to the detrimental effects of chronic inflammation in mammals. By identifying these “costly” defense genes, our work lays the foundation for targeting conserved inflammatory pathways to decouple environmental stress from organismal aging.

## Author Contributions

J.M.H. collected data, conducted formal analysis, and took the lead in writing the manuscript. M.P.F. assisted in data collection and conducted formal analysis. A.T.L. assisted in manuscript writing. J.M.H., S.N.A., and L.Y.S. conceived the study, designed experiments, secured funding, and supervised overall direction. All authors contributed critical feedback that shaped the study and manuscript.

## Funding

This work was partially supported by NIH grants R00AG059920 to J.M.H. and AG048264 and AG057734 to L.Y.S. A.T.L. is supported by the Eunice Kennedy Shriver National Institute of Child Health & Human Development of the National Institutes of Health under award number T32HD071866.

## Conflicts of Interest

The authors declare no conflicts of interest.

## Supporting information

**Figure S1:** Transcript levels of five commonly studied “aging” genes in Drosophila. Each dot represents a sample, females are shown in red, and males in blue. Note InR, S6, and Ribosomal protein S6 are all significantly negatively associated with temperature.
**Figure S2:** Pairwise comparisons of transcriptomic data. Volcano plots for male flies maintained at 18°C relative to 28°C (A) and female flies maintained at 18°C relative to 28°C. Turnadot, heat shock protein, and “aging genes” (see Figure S2) are highlighted.
**Figure S3:** Heat shock protein transcripts across temperature and sex. A–G show significant changes with temperature while H–K do not. Each dot represents a sample, females are shown in red, and males in blue.
**Figure S4:**. Gene ontology. Terms associated with differently expressed genes with elevated as temperature increases (A) or reduced abundance as temperature increases (B). Terms were restricted to those that had 10–50 genes in the category as detailed in the methods section. BP, biological processes; CC, cellular component; MF, molecular function.
**Figure S5:** Heatmap of all transcripts. Data have been log transformed and scaled for easier visual representation.
**Figure S6:** Top 10 metabolic pathways most significantly enriched for temperature metabolites.

**Table S1:** Transcriptomic *p*‐values from linear model.
**Table S2:** GO analysis for transcripts associated with temperature.
**Table S3:** Positive ion mode metabolomic *p*‐values from linear model.
**Table S4:** Negative ion mode metabolomic *p*‐values from linear model.
**Table S5:** Metabolic pathway enrichment for metabolites associated with temperature.

## Data Availability

The sequencing data generated from these experiments has been deposited at the Gene Expression Omnibus and is publicly accessible (accession: GSE229837). All data used to generate the statistical analyses and figures in this manuscript are available from the corresponding author upon reasonable request.

# Supplementary material for: Sex‐Specific Regulation of the Turandot Gene Family Modulates Temperature‐Dependent Lifespan in Drosophila melanogaster
**Source:** Aging Cell. 2026 May 29;25(6):e70564. doi: 10.1111/acel.70564

**Figure S1. Transcript levels of five commonly studied “aging” genes in Drosophila.** Each dot represents a sample, females are shown in red, and males in blue. Note InR, S6, and Ribosomal protein S6 are all significantly negatively associated with temperature.

**
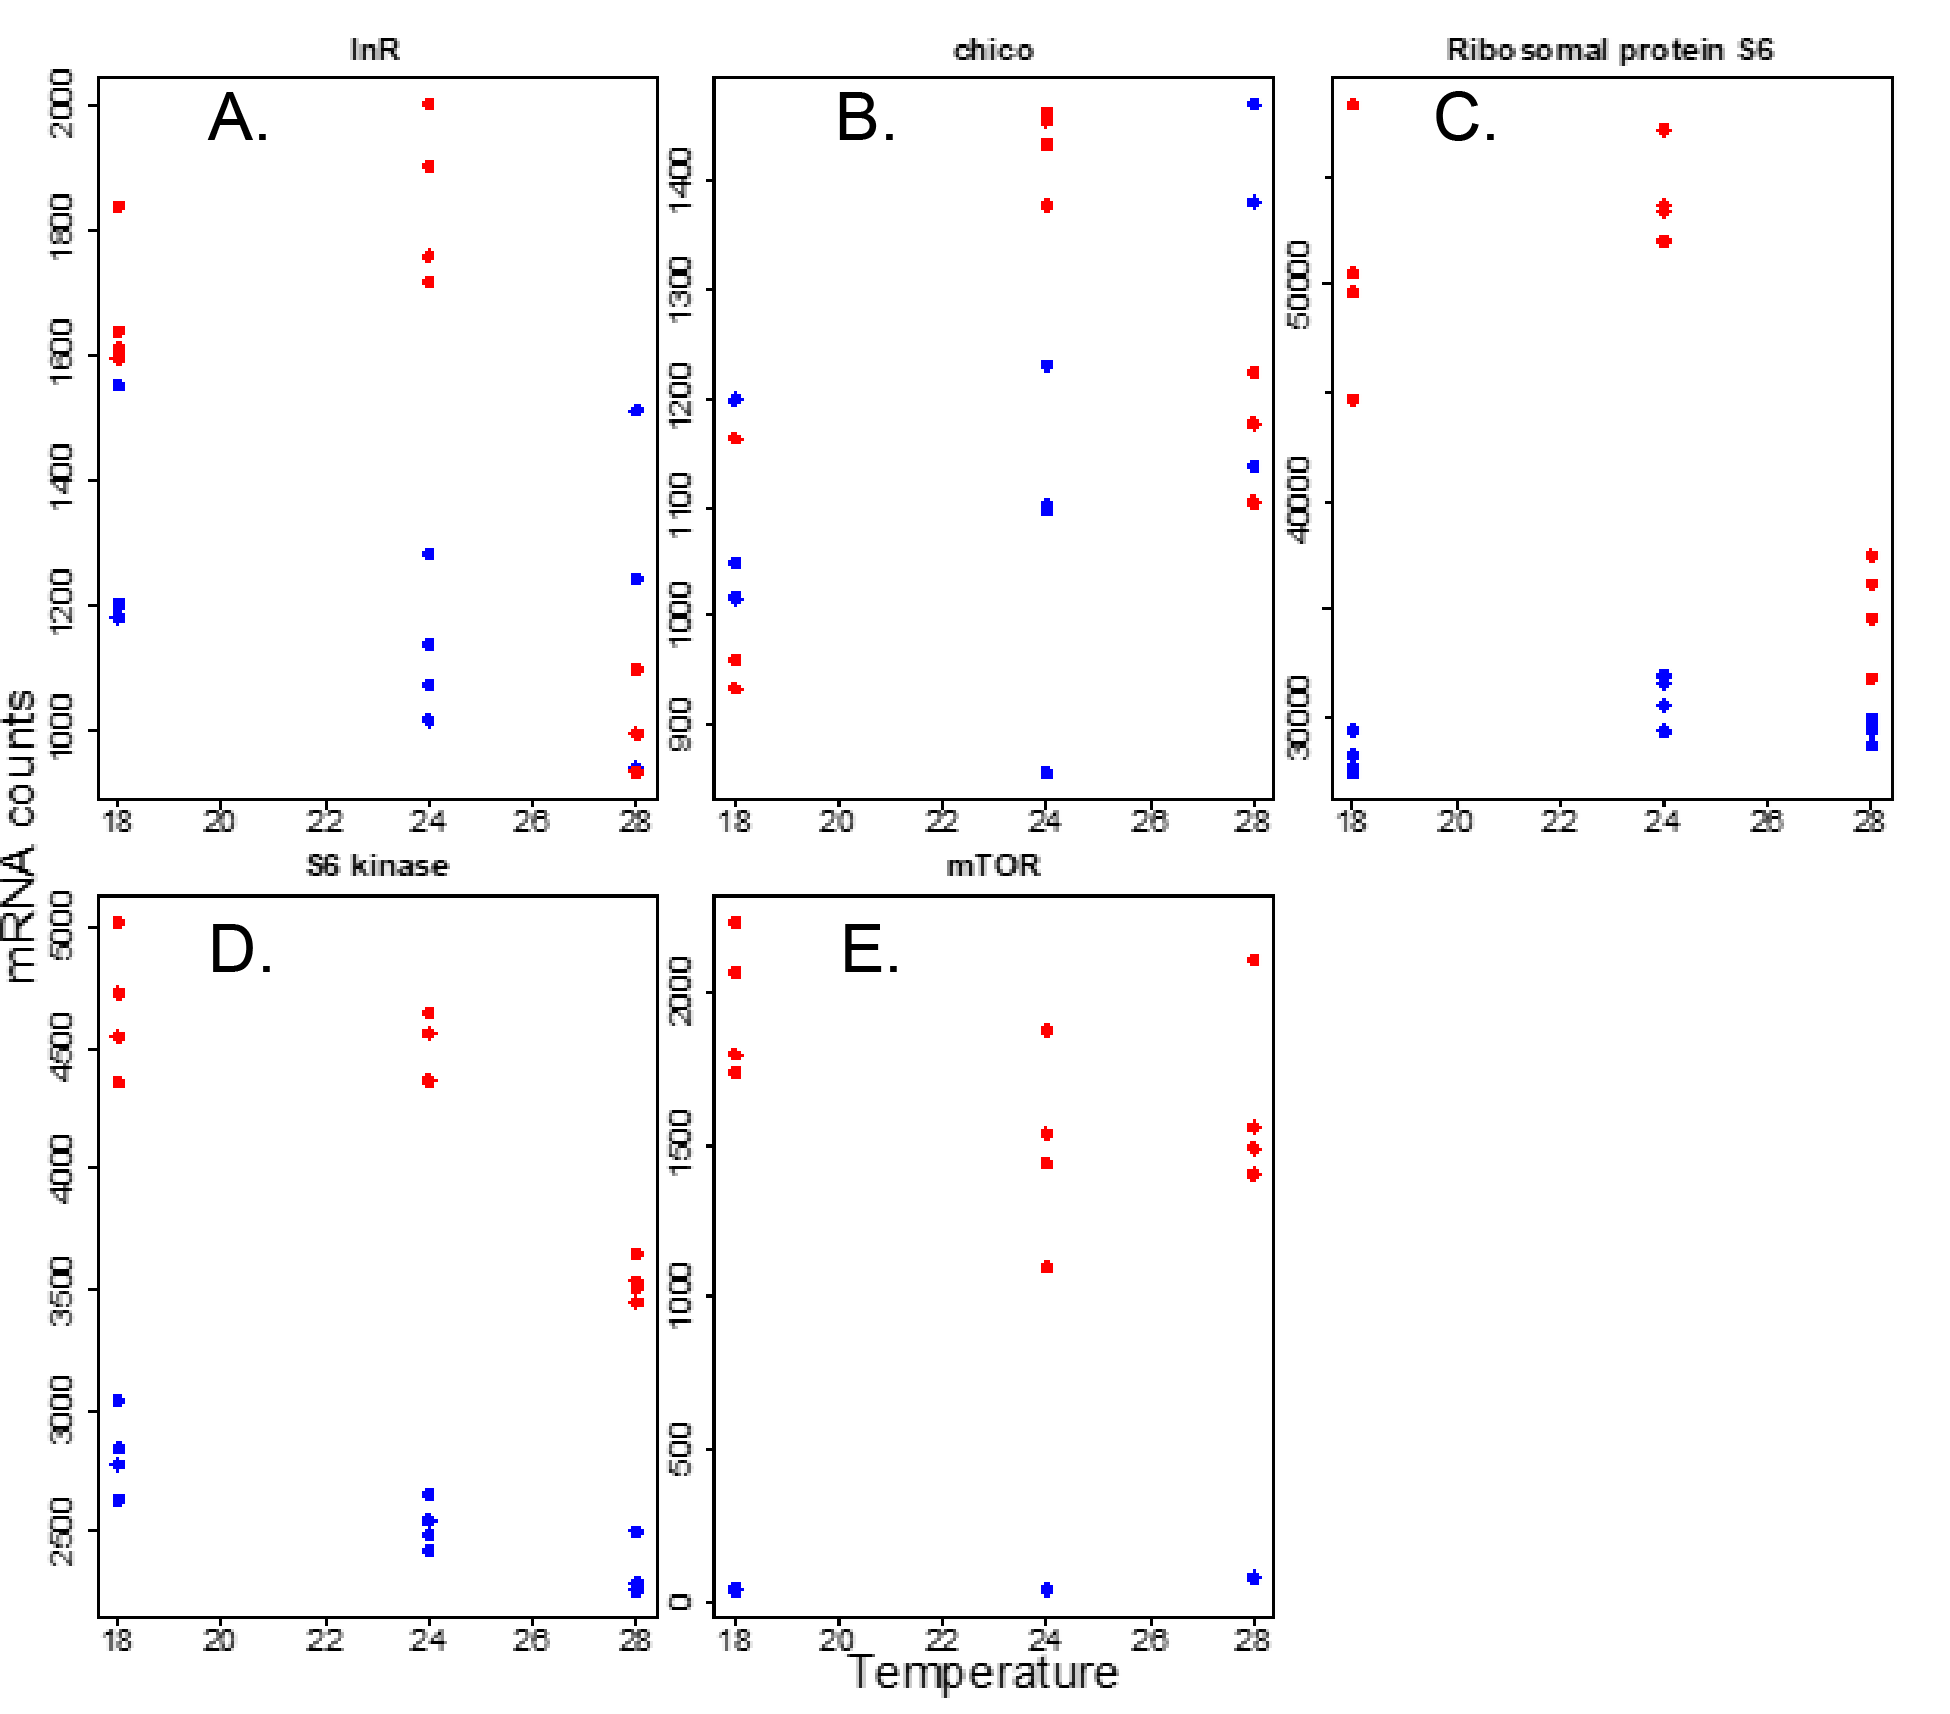
**

**Figure S2. Pairwise comparisons of transcriptomic data.** Volcano plots for male flies maintained at 18°C relative to 28°C (A) and female flies maintained at 18°C relative to 28°C. Turnadot, heat shock protein, and “aging genes” (see Figure S2) are highlighted.

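When each pair of groups at 18 and 28 °C was fitted alone, 3315 genes changed in females and 2025 in males under edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The volcano plots of the paper use a Poisson spread. With a Poisson model on rounded counts, 7979 of 9698 genes changed in females and 7029 in males at the same threshold.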

**
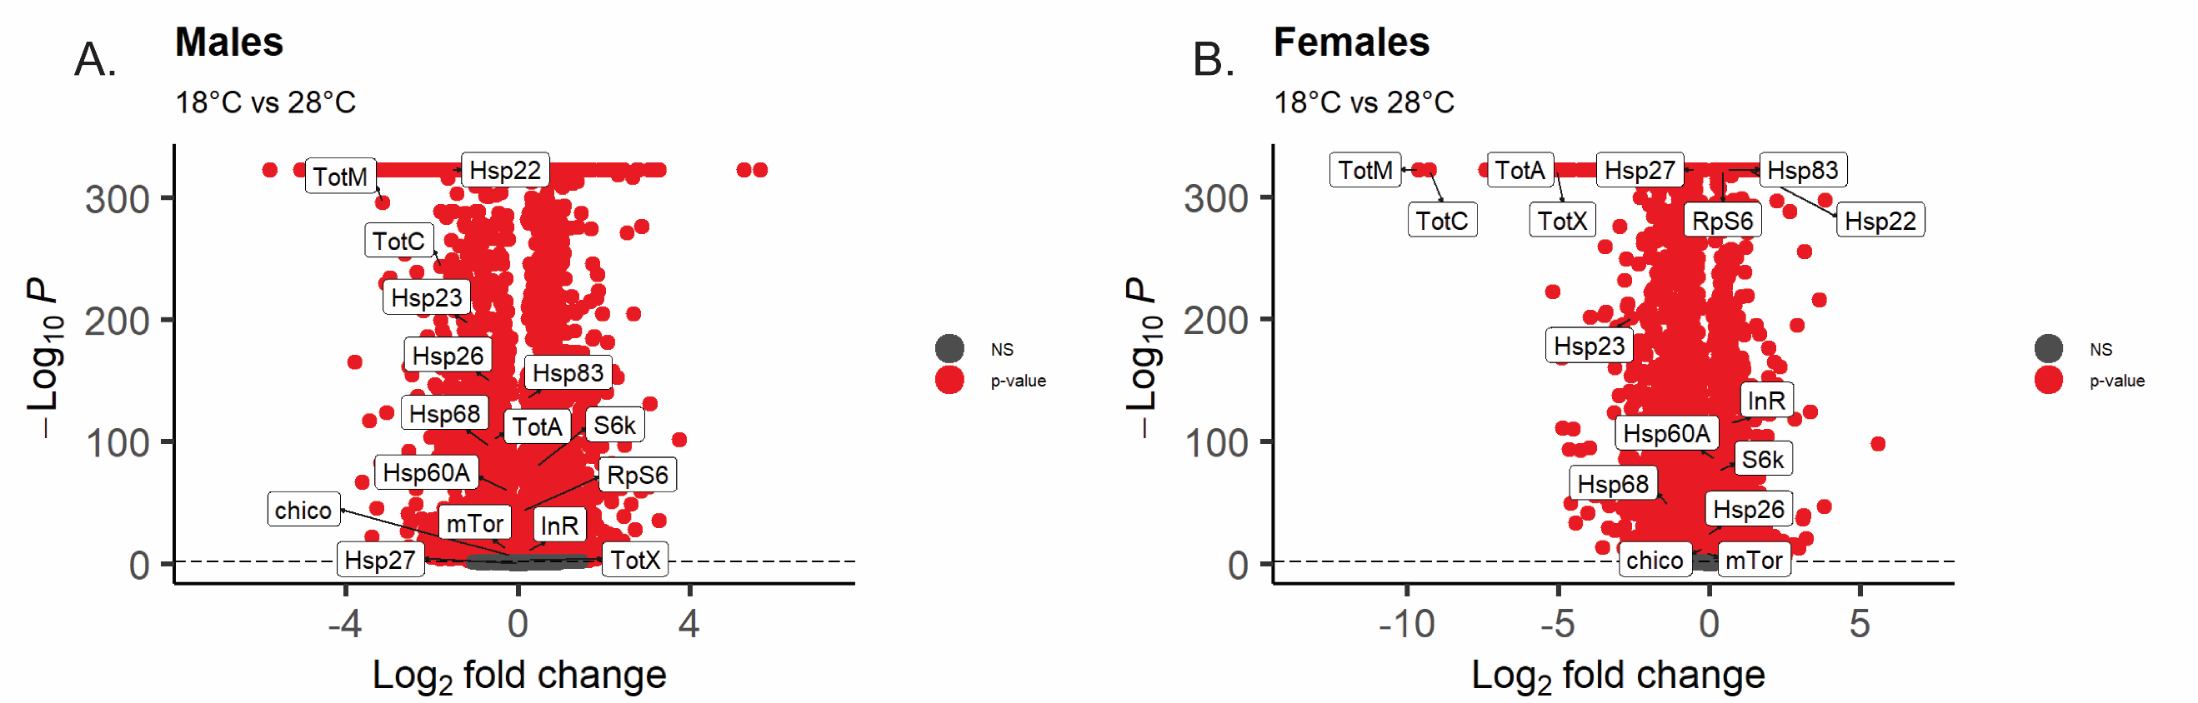
**

**Figure S3. Heat shock protein transcripts across temperature and sex**. A-G show significant changes with temperature while H-K do not. Each dot represents a sample, females are shown in red, and males in blue.

**
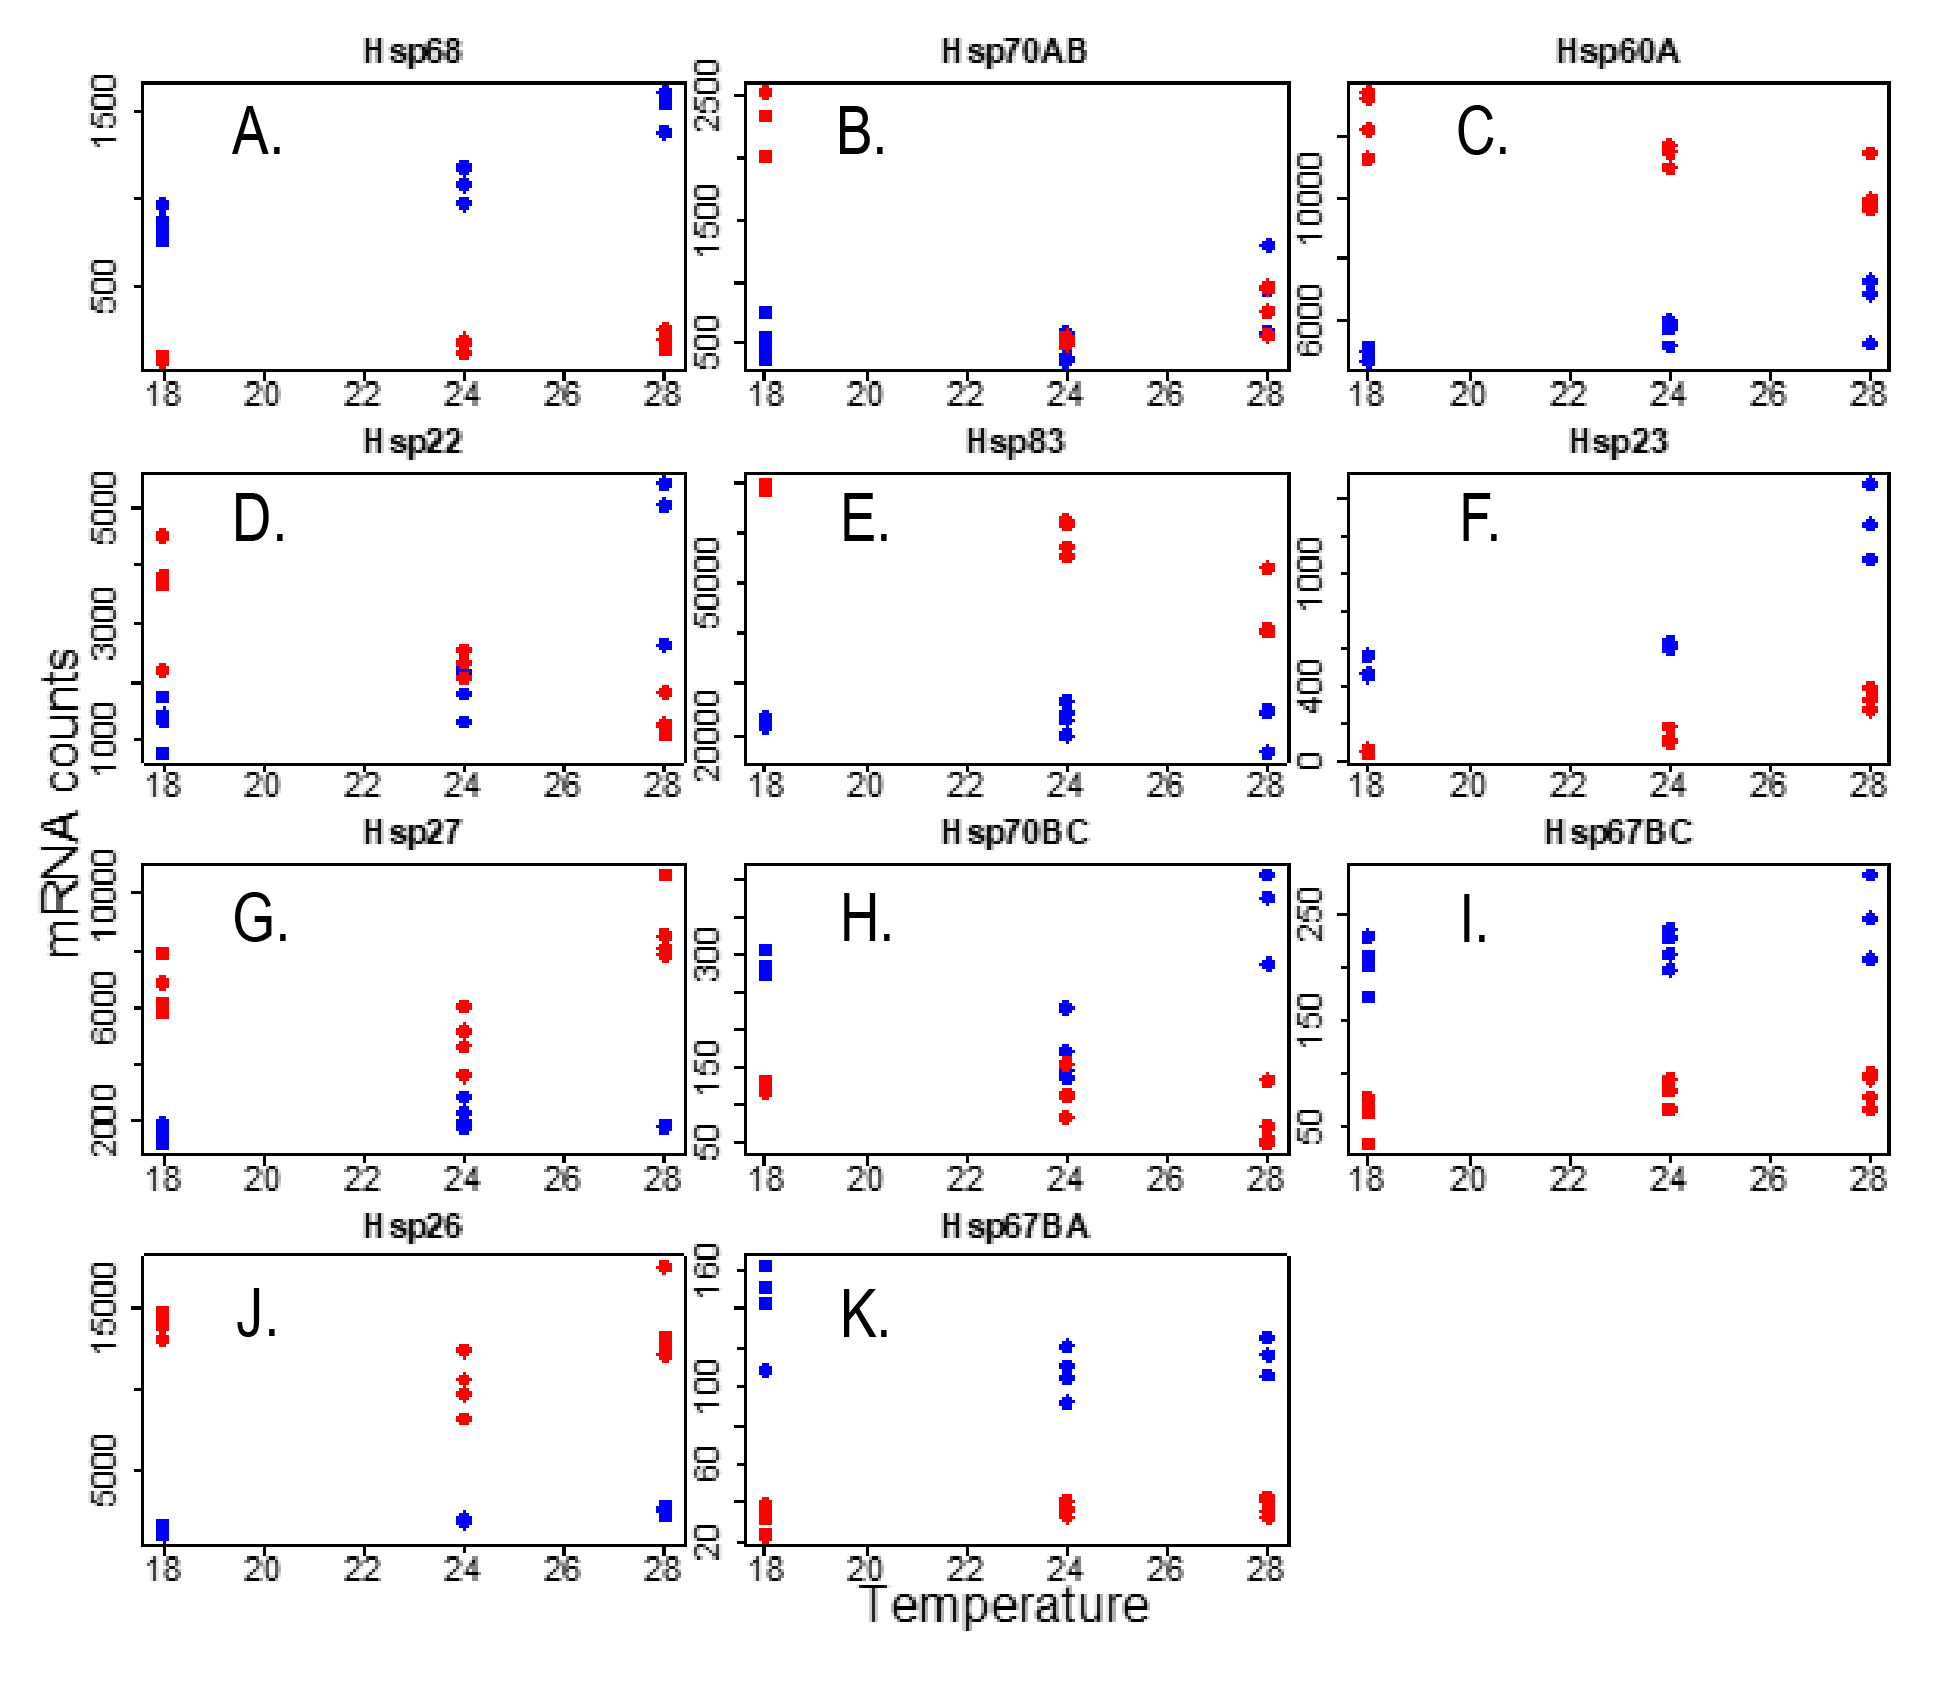
**

**Figure S4**. **Gene ontology.** Terms associated with differently expressed genes with elevated as temperature increases (A) or reduced abundance as temperature increases (B). Terms were restricted to those that had 10-50 genes in the category as detailed in the methods section. BP -biological processes, MF - Molecular Function, CC - Cellular Component.

**
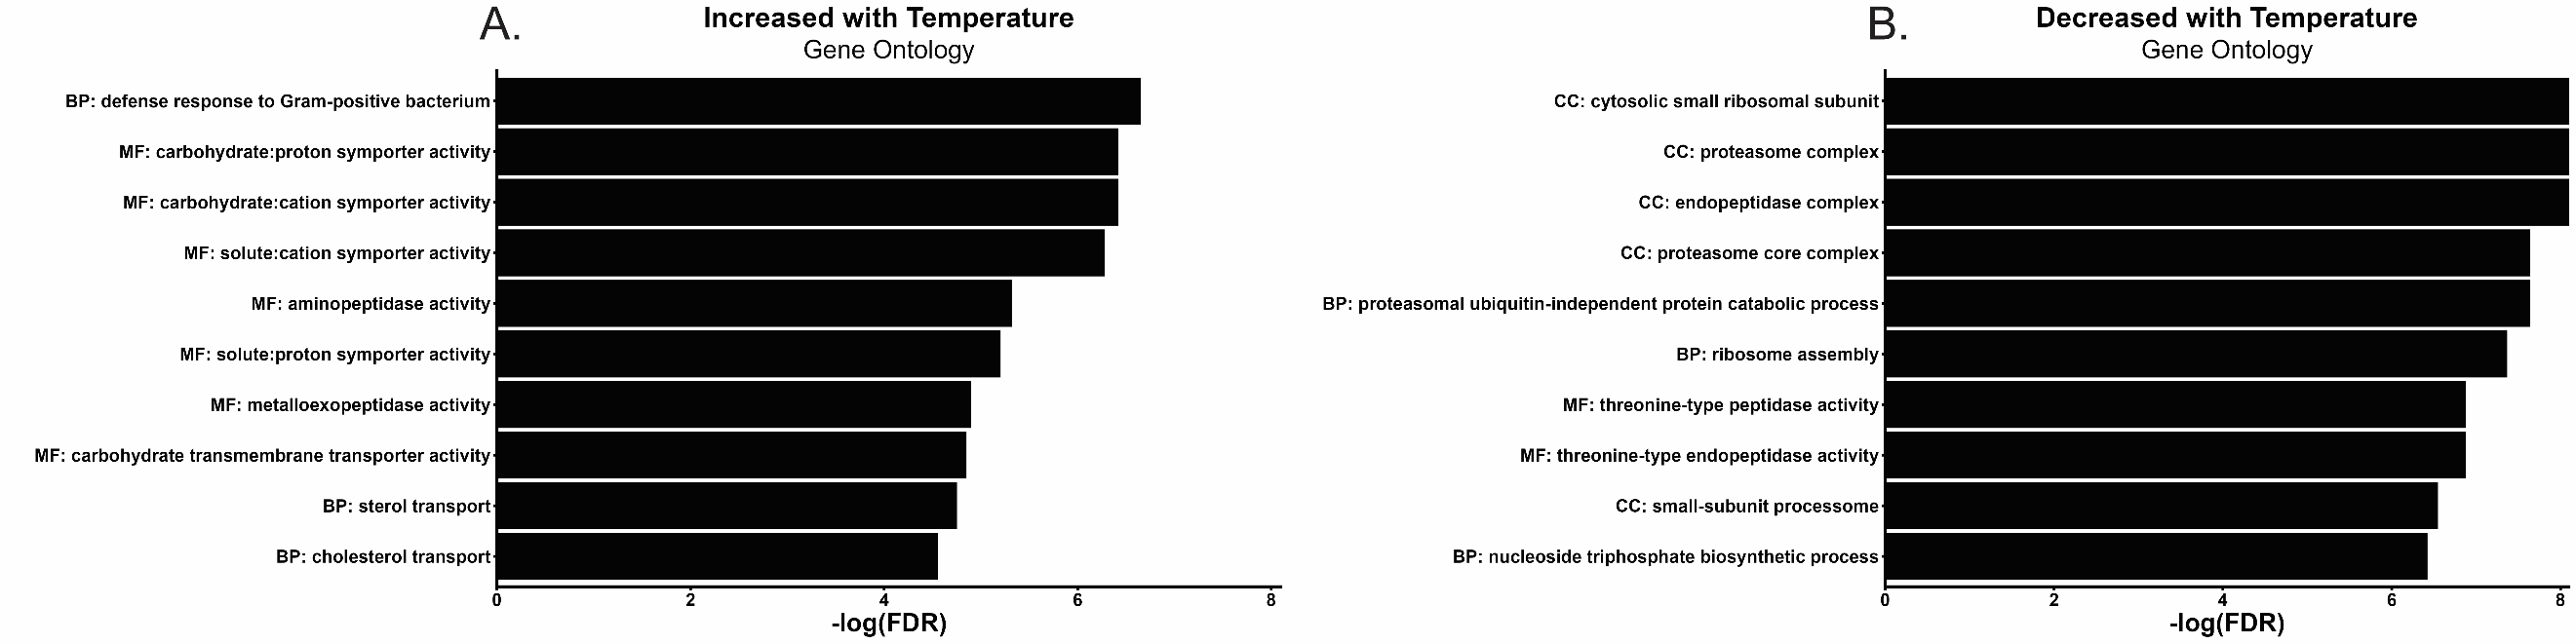
**

**Figure S5. Heatmap of all transcripts.** Data have been log transformed and scaled for easier visual representation.

**
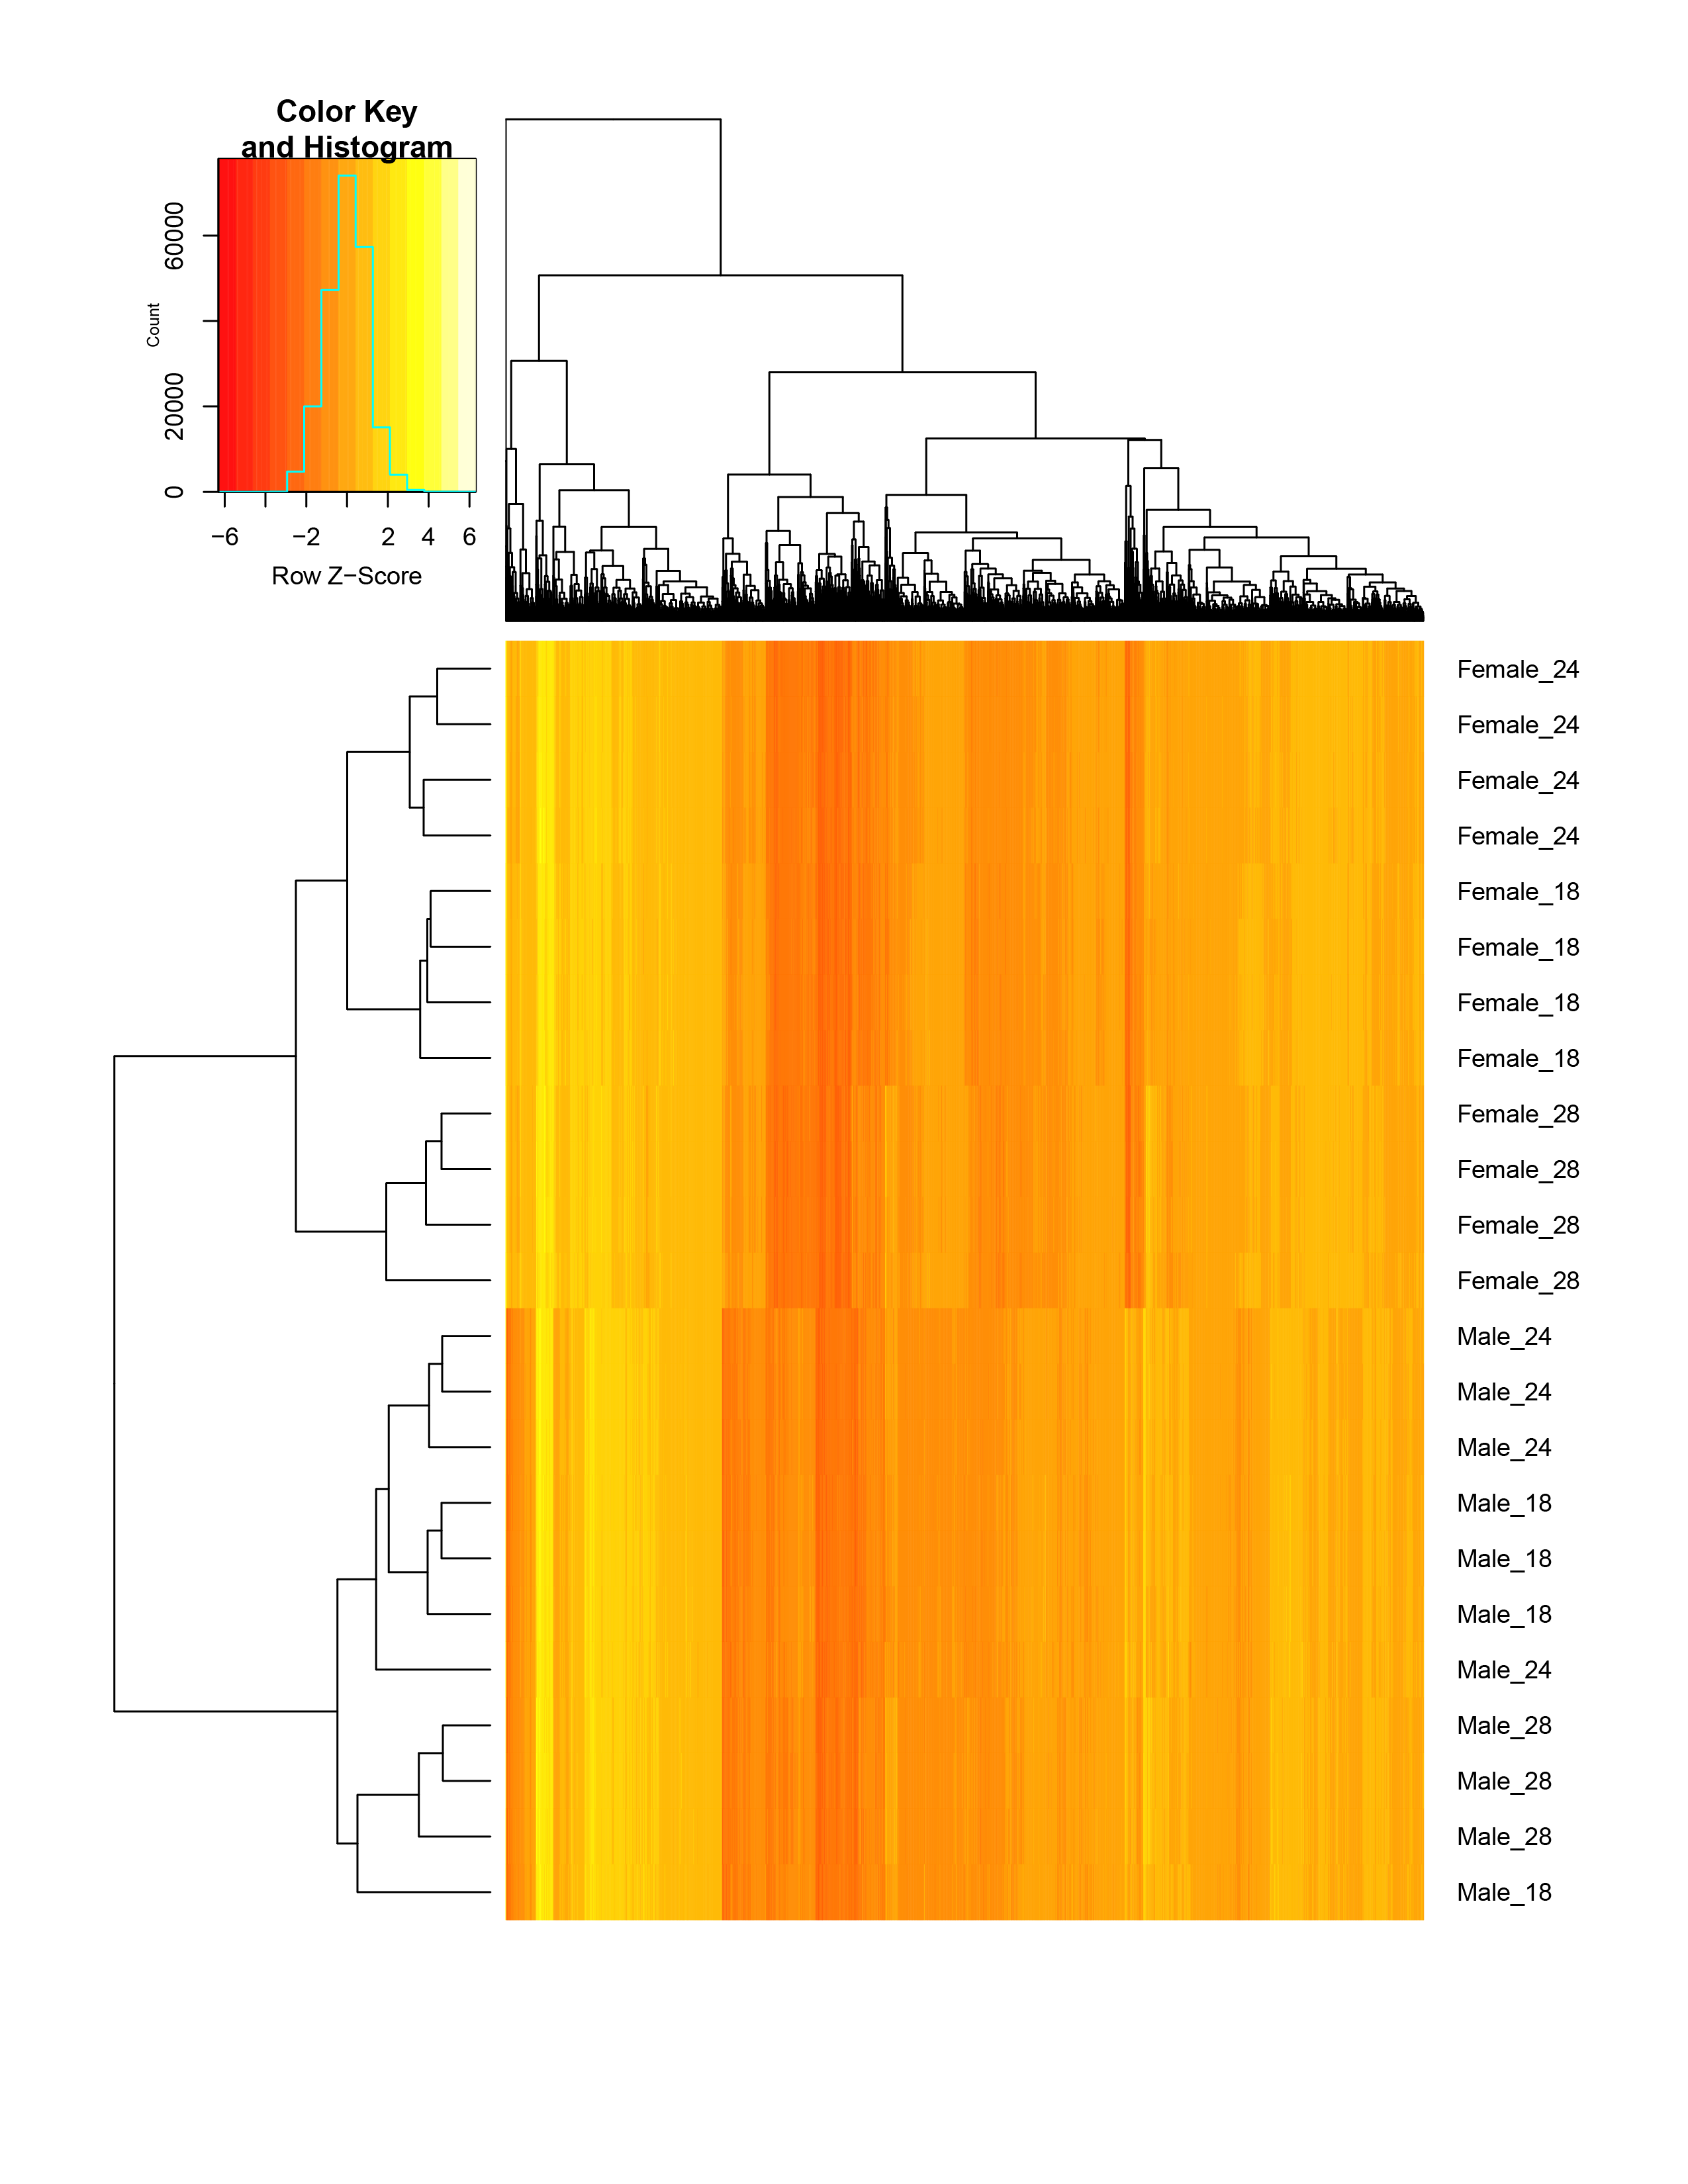
**

**Figure S6.** Top 10 metabolic pathways most significantly enriched for temperature metabolites.

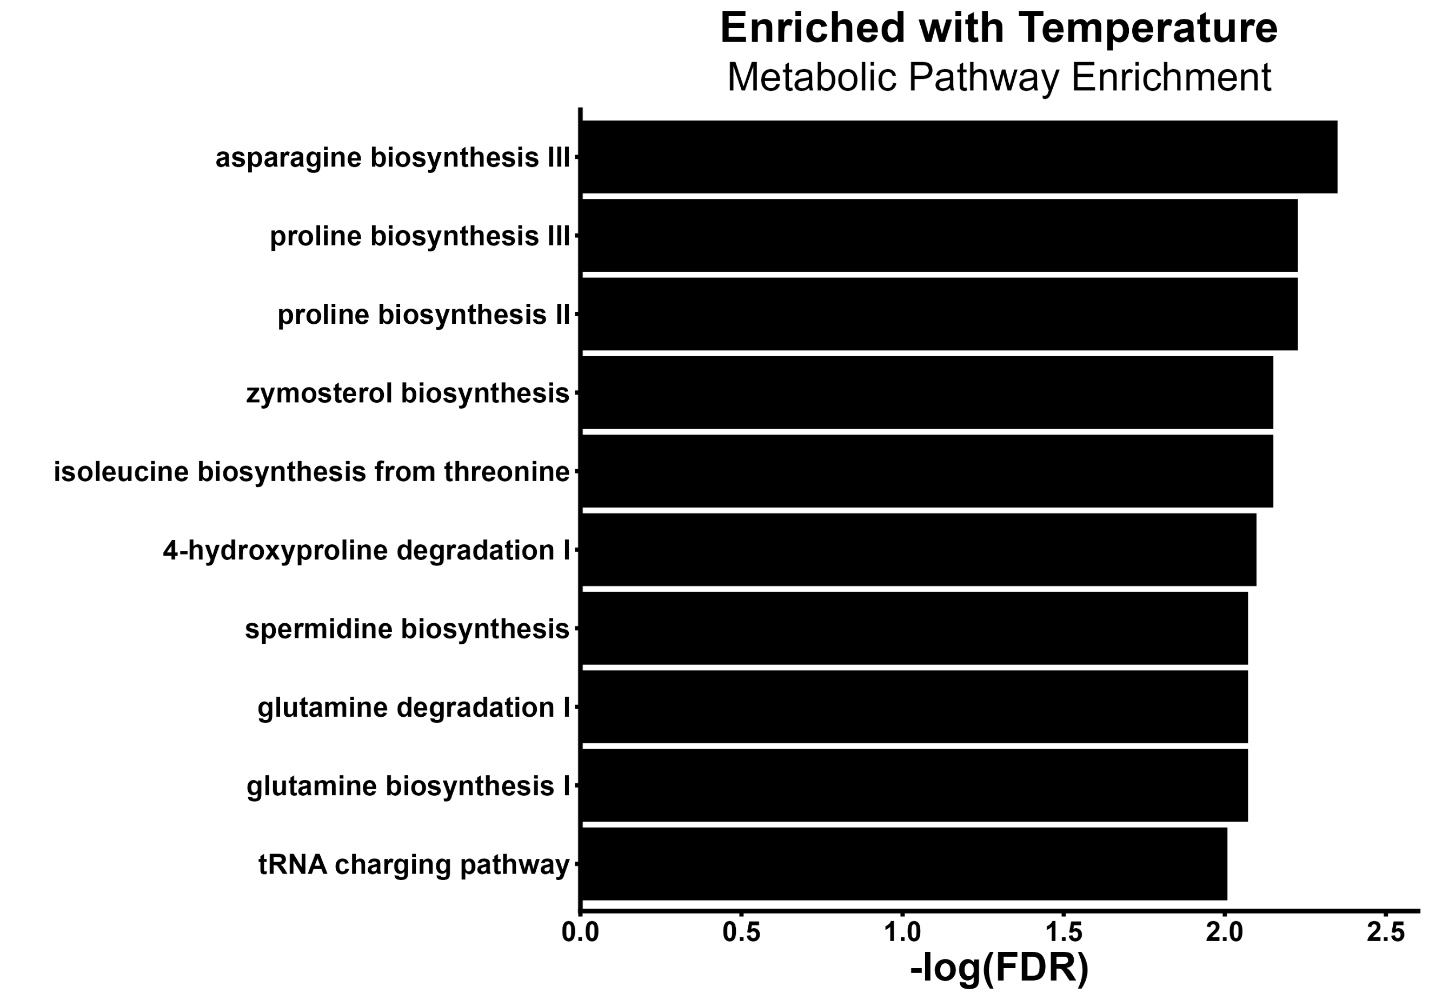

**Supplement:** Supplementary file 1 — Figure S1: Transcript levels of five commonly studied “aging” genes in Drosophila. Each dot represents a sample, females are shown in red, and males in blue. Note InR, S6, and Ribosomal protein S6 are all significantly negatively associated with temperature. Figure S2: Pairwise comparisons of transcriptomic data. Volcano plots for male flies maintained at 18°C relative to 28°C (A) and female flies maintained at 18°C relative to 28°C. Turnadot, heat shock protein, and “aging genes” (see Figure S2) are highlighted. Figure S3: Heat shock protein transcripts across temperature and sex. A–G show significant changes with temperature while H–K do not. Each dot represents a sample, females are shown in red, and males in blue. Figure S4:. Gene ontology. Terms associated with differently expressed genes with elevated as temperature increases (A) or reduced abundance as temperature increases (B). Terms were restricted to those that had 10–50 genes in the category as detailed in the methods section. BP, biological processes; CC, cellular component; MF, molecular function. Figure S5: Heatmap of all transcripts. Data have been log transformed and scaled for easier visual representation. Figure S6: Top 10 metabolic pathways most significantly enriched for temperature metabolites.

How the deposited data were processed for this re-analysis (not part of the article)

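RNA-seq data of 23 libraries were processed, each from a pool of 10 whole virgin w1118 flies of one sex. Females had 4 libraries at each of 18, 24 and 28 °C. Males had 4 libraries at 18 and 24 °C and 3 at 28 °C. Flies were collected at 45 days of age, or at 35 days at 28 °C. The authors removed low-quality reads with SOAPnuke, assembled predicted transcripts with HISAT and StringTie, aligned the reads with Bowtie2 to known and predicted transcripts, and estimated gene levels with RSEM. The deposited values are the RSEM expected counts, before any filter on CPM and before any normalization. Versions of these tools and the genome build are not stated in the text. Symbols in the deposited table were replaced with current ones by gene ID for 11073 of the 11152 features, of which 1839 had another symbol. Gene positions were matched by symbol to BDGP6.54, and no result depends on them.

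Computations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9. Expected counts were rounded to whole numbers. Features with at least 0.5 CPM in every library were kept (9698), and library sizes were scaled with TMM factors. Tests were edgeR's quasi-likelihood tests (estimateDisp, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over the 9698 features and a threshold of 0.01. The linear model had temperature in degrees, sex and their product. The model of 6 group means gave the changes between 18 and 28, 18 and 24, and 24 and 28 °C in each sex, the difference of the change from 18 to 28 °C between the sexes, and the difference between the sexes averaged over temperatures. All libraries entered both models and shared one estimate of the spread. For lists of genes the text also gives counts adjusted over the list alone.

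Totals of expected counts lay between 17727137 and 23194619 per library, and the common biological coefficient of variation was 0.141. At this depth the precision of weakly expressed genes is limited: TotM in females at 18 °C rests on 16 to 19 counts per library. Female and male totals do not overlap, so depth and sex change together, and the scaling between libraries carries any comparison of the sexes. Each method was tested on counts simulated from the means and library sizes of the 9698 genes. The spread was that estimated by edgeR, and 200 genes changed, as many up as down, which does not test the scaling between libraries. For 28 against 18 °C, edgeR recovered 184 of the 200 in females with 3 false calls and 178 in males with 0 false calls.

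Gene lists defined by symbol held the ribosomal proteins, the proteasome core subunits with and without a paralog, the SLC2 sugar transporters, the Turandot genes, the genes of Figure S1 and the heat shock protein genes of Figure S3. Further lists held antimicrobial peptides, JAK/STAT components and targets, and genes of the ovary germline and the testis, and a list of genes of the fat body was added after the data were seen. RpS6 is both in the ribosomal protein list and among the genes of Figure S1, and no other gene is in more than one of these lists. Lists were tested with camera on the slope in each sex, with a correlation of 0.01 between genes, and with fry, and adjusted with Benjamini-Hochberg over the lists. For the principal components, log2 (CPM + 1) was centred and scaled per gene. Clustering used Euclidean distance with complete linkage on unscaled values, 2 clusters for the sexes and 3 within each sex, and 100000 permutations of the labels.

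Genes named in the text are those named in the paper's text, panels or legends, the other Turandot genes the deposited table lists, and the checks of sex roX1, roX2, Yp1, Yp2 and Yp3. To these were added, in each sex, the 5 largest rises and 5 largest falls between 18 and 28 °C among genes past the threshold whose libraries do not overlap between the temperatures. Members of the JAK/STAT and testis lists and the gene tor are also named where a test of an explanation rests on them, a choice made after the data were seen. The tests, the rule of largest changes and the alternatives that follow were chosen before the data were examined. Alternatives for the counts of genes were DESeq2, library totals without TMM, the filter on mean CPM, no filter, the replicate number as a block, a threshold of 0.05, Poisson models on rounded CPM and on rounded counts with an offset, centred coding of temperature and sex, only the 2 groups compared, and leaving out each library in turn. For gene lists they were fry, a correlation estimated from the data, library totals, the filter on mean CPM, the block, the added paralog and leaving out each library. For principal components and clustering they were genes centred only or scaled, a pseudocount of 0.1, the filter on mean CPM, TMM library sizes, average and Ward linkage and leaving out each library. After the data were seen, 2 alternatives were added: each other library as the TMM reference, and leaving out each library with the scaling factors of all 23 libraries kept.

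Survival, knockdown and overexpression experiments are not analysed here, since the counts do not cover them. Gene ontology tests with goseq, and the reads, were not used here. TotB, TotE, TotF, TotZ and roX2 have no entry under these symbols and were left out. Of the coefficients of Table S1, a copy of 1999 genes was at hand, of which 1945 were matched by symbol.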

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

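Of the tests in this part, those of age, of the change from 18 to 24 °C, of the immune genes and JAK/STAT genes between 24 and 28 °C, of reads moving between gene copies, of the fat body, of male RNA, of the library size and of the TMM reference for the sugar transporters were chosen only after the result was seen. The tests of age compare age in days alone. The paper states that survival at 18 and 24 °C began to diverge at 45 days, so flies of one age could differ in how far they had aged. That stays open wherever age in days is excluded.

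In 105 groups of 4 libraries, the gap between the highest or lowest library and its neighbour was compared with the range of the group, and 4 groups exceeded Dixon's 95% limit for 4 samples, where 5.25 are due by chance. InR had a ratio of 0.862 in males at 18 °C, with 84.4 CPM in replicate 3 against 70.8 to 72.5 in the others. Hsp68 had 0.861 in females at 24 °C, with 4.34 CPM in replicate 4 against 7.35 to 8.00. Hsp26 had 0.891 in females at 28 °C, with 755 CPM in replicate 1 against 568 to 586. The total count had 0.884 in males at 24 °C, with 17727137 in replicate 1 against 19154425 to 19341153. These are as many as chance gives, and no biological explanation was tested.

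The change of the Turandot genes between 18 and 28 °C differed between the sexes, by 5.33 for TotX, 7.51 for TotC, 6.50 for TotM and 6.87 for TotA on the log2 scale. Reads moving between these genes would leave their sum in place, but the summed level of the 4 genes in females went from 17.1 ± 5.11 to 3548 ± 2631 CPM (SD, n = 4 each), a log2 ratio of 7.70 on library totals. Reads of TotB, TotE, TotF and TotZ, which have no entry, could have been counted on the listed genes, and this stays open. Age in days does not differ between 18 and 24 °C, both at 45 days, so it cannot account for the rise of TotC and TotA between these. Between 24 and 28 °C ages differ by 10 days together with temperature, and the effects of age and temperature cannot be told apart for these groups. A general immune response at 28 °C as the cause of a rise in females alone from 24 to 28 °C goes against the antimicrobial peptide genes, whose median rose by 2.56 in males over that step. For the change between 18 and 28 °C this explanation cannot be told apart from others, since the 6 antimicrobial peptide genes varied widely. Their difference between the sexes had a median of 1.58, positive in 4 of the 6, with an adjusted p of 0.935 (camera with Benjamini-Hochberg adjustment), and with the filter on mean CPM the median was 2.53, positive in 11 of 13 genes. Higher JAK/STAT activity may accompany the rise between 18 and 28 °C in females, where the median of 9 other JAK/STAT genes was 0.67. Whether these 9 genes rose from 24 to 28 °C in females depends on the test. Camera gave an adjusted p of 0.129 and fry 0.00215, both with Benjamini-Hochberg adjustment. The median was 0.22, with 7 of 9 genes positive, and 2 genes were called higher and 2 lower. Tep2 rose by 1.73 and Stat92E by 0.41 (adjusted p = 1.64e-08 and 0.000581 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while Socs36E changed by -0.78 and upd3 by -1.81. The list also rose in males over this step, by a median of 0.19 (adjusted p = 0.00808 from camera with Benjamini-Hochberg adjustment), where the Turandot genes did not. Differences between the sexes over this step went both ways, from -1.81 for upd3 to 0.85 for Tep2, so it does not decide. Temperature and sex stay open as biological explanations.

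Among heat shock protein genes the change between 18 and 28 °C differed between the sexes for Hsp22, by -2.83, for Hsp23, by 1.47, and for Hsp70Ab, by -2.02. For Hsp70Ab, reads moving to the other copy in the deposited counts would leave the sum in place. The sum of Hsp70Ab and Hsp70Bc fell in females from 105 ± 12.1 to 38.8 ± 9.54 CPM on library totals (SD, n = 4 each), a log2 ratio of -1.43. Copies of Hsp70 without an entry stay open, since their reads are not in the sum. Age in days cannot account for Hsp70Ab, which changed by -2.06 in females between 18 and 24 °C, both at one age. The difference between the sexes over that step was -1.79 (adjusted p = 0.000403 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Hsp22 and Hsp23 no technical explanation was tested. Temperature stays open for all 3 genes, and age for the step from 24 to 28 °C.

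The slopes of 3 lists differed between the sexes under camera with Benjamini-Hochberg adjustment, with adjusted p-values of 9.53e-07 for the ribosomal proteins, 9.06e-06 for the proteasome and 0.00592 for the sugar transporters. This difference was tested at the preset correlation alone. Within each sex, no list passed with the correlation estimated from the data. A smaller share of ovary germline RNA at 28 °C in females would lower ovary genes at least as much as ribosomal protein genes, but 12 of the 16 ovary genes lay above the ribosomal protein median of -0.39, with 4 called lower and 1 higher, and the median of the list was -0.06. Gene length goes against the pattern as well, since genes matched on length and expression had a median of 0.15 in females where the ribosomal proteins fell. The rise of the sugar transporters is no product of the TMM reference, since the lowest median over the 23 reference libraries was 0.87 in females. For the proteasome, the median in females between 18 and 28 °C ran from -0.42 to -0.17 over these references, also examined after the result was seen. No other technical explanation was tested for the proteasome. Age in days cannot account for its fall in females, whose median was -0.24 between 18 and 24 °C, both at one age, with 0 of 32 genes positive. From 24 to 28 °C the median was 0.043, with 0 genes called. The ovary share was set against the ribosomal proteins alone. From 18 to 24 °C in females the ovary list had a median of -0.18, with 4 of 16 genes called lower and 0 higher. An ovary share thus stays open for the proteasome, and it was not tested for the sugar transporters. Temperature and a share of other tissues stay open for the 3 lists. Age stays open for the ribosomal proteins and the sugar transporters from 24 to 28 °C.

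Genes of the yolk and larval serum proteins, on which the paper does not report, rose in females between 18 and 28 °C. Log2 fold changes were 3.10 for Yp1, 2.53 for Yp2, 2.36 for Yp3 and 7.04 for Lsp1beta (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.61e-06, 3.22e-05, 8.91e-08 and 1.48e-07). The libraries of these temperatures did not overlap in females for these 4 genes. The difference between the sexes passed for Yp3, at 2.53, and for Lsp1beta, at 4.25. For Yp1 and Yp2 it was 0.79 and 0.92, and it passed without male 28 °C replicate 3, at 1.96 and 2.50. Yolk protein genes held 0.740%, 1.11% and 4.56% of the counts in females at 18, 24 and 28 °C. Library size goes against the rise, since the median totals at 28 and 24 °C had a ratio of 1.03. A larger share of fat body RNA as the whole cause goes against the fat body list, whose 22 genes rose by a median of 0.70 in females, far less than these genes. Part of the rise could come from a larger share of fat body, which stays open, as do temperature and, from 24 to 28 °C, age.

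The male-specific RNA roX1 rose in females, from 2.81 to 6.47 CPM, a log2 fold change of 1.20 (adjusted p = 4.15e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its change differed from that of males by 1.55. Males had 1091 CPM at 18 °C and 857 at 28 °C. On library totals without TMM, roX1 went from 2.96 to 6.28 CPM in females, with 827 CPM in males at 28 °C. Male RNA in the female libraries would bring in abundant testis transcripts at 0.401% of their male level, the share that this gain of roX1 needs. The levels of testis genes that follow are on library totals too. Mst98Ca was at 0.0148% and went from 0.381 to 0.142 CPM in females, and Mst77F from 0.167 to 0.164 CPM. The third testis gene with at least 200 CPM in males, ocn, was at 1.72% of its male level. It had 9.57 CPM in females at 18 °C and 10.4 CPM at 28 °C. The 3 testis genes past the filter on CPM go the other way. Between 18 and 28 °C in females 3 of the 3 had positive changes, with a median of 0.24 and 1 called higher. The levels of Mst98Ca and of Mst77F, at 0.0267%, lie below the share that roX1 needs and argue against male RNA. Age in days cannot account for the rise, which was 1.35 between 18 and 24 °C, both at one age, and -0.15 from 24 to 28 °C. Temperature stays open.

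For the gene tor (torso) the change between 18 and 28 °C differed between the sexes by -0.90 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00187), with 0.75 in males and -0.16 in females. No technical explanation was tested for it, and temperature and, from 24 to 28 °C, age stay open.

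Further large changes between 18 and 28 °C were seen in genes the paper does not discuss. In females Gnmt rose by 6.94 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.56e-10), and phu, CG31875, CG10725, CG14053 and dao changed by -3.95, -3.64, -3.13, -2.81 and -2.64. In males the largest rises by the rule were 3.78 for CG13155, 3.62 for Jon99Ci, 3.59 for CG3999, 3.51 for CG11854 and 3.23 for CG6839. The largest falls in males were -5.24 for LysX (adjusted p = 0.000307), -3.78 for CG44142, -3.25 for CG7298, -3.16 for CG44013 and -3.06 for Ctr1B. All of these passed with each of the 23 libraries as the TMM reference, and in the fits without 1 library none of these calls was lost.

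In 10 of these genes the change differed between the sexes, females less males. The differences were 4.31 for Gnmt, -4.49 for CG31875 (adjusted p = 1.32e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -1.92 for CG10725, -2.71 for CG14053, -1.97 for dao and -3.59 for CG11854. They were 1.84 for CG44142, 5.46 for CG7298, 3.28 for CG44013 and 3.46 for Ctr1B. CG31875 rose in males by 0.86, a call that was lost in 6 of the 23 fits without 1 library, among them the fit without male 18 °C replicate 3 (0.74). CG7298 rose in females by 2.21, a call lost in 3 of these fits, among them the fit without female 18 °C replicate 4 (1.79). For LysX the difference of 4.41 did not pass (adjusted p = 0.0142), and it passed with DESeq2, at 4.23. Age in days cannot account for the rise of CG11854 in males, which was 3.45 between 18 and 24 °C, both at one age. No other explanation was tested for these genes, and temperature, sex and, from 24 to 28 °C, age stay open.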

How the results depend on the processing

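Each other library as the TMM reference, and leaving out libraries with the scaling factors kept, were chosen only after the result was seen.

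For the counts of genes and the results on lists, principal components and clusters, 22 results had 230 values under alternatives. Of these, 187 stayed on the same side of the threshold or within 1.5 times the count, 19 fell below and 24 rose above. A reversed direction could be recorded for the lists alone, and 0 values had one. The counts of genes carry no direction. Positive calls for temperature went from 63.9% to 38.7% with DESeq2, while genes higher in males, averaged over temperatures, went from 54.4% to 52.5%. For the fits that each left out 1 library, the 230 values hold only the lowest and the highest. Variance along PC1 explained by sex stayed between 96.2% and 98.6%, and variance along PC2 explained by temperature between 80.2% and 89.6%. The clustering of the sexes and that of females by temperature kept their side of the threshold under all the alternatives run, down to an index of 0.571 for females with scaled genes. Male clustering, 0.421, ran from 0.216 without male 18 °C replicate 2 to 0.51 without male 18 °C replicate 4, and the cause was not tested. The lists in males were past the threshold in no setting for the ribosomal proteins, with adjusted p-values of 0.3 to 0.925, and for the proteasome, with 0.0707 to 0.809. The direction of the ribosomal proteins in males was down, and it reversed to up without male 28 °C replicate 2 (adjusted p = 0.832 from camera with Benjamini-Hochberg adjustment), a fit between the lowest and the highest. The cause was not tested.

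On rounded counts with a Poisson spread, more genes passed than under edgeR in each comparison. Counts were 7889 against 2886 for temperature, 8481 against 4661 for sex and 7071 against 1267 for the interaction. For 28 against 18 °C they were 7979 against 3685 in females, 7029 against 2906 in males and 6864 against 1936 for the difference between the sexes. For 24 against 18 °C they were 7636 against 2375 in females and 5890 against 356 in males, and from 24 to 28 °C 7392 against 2677 and 6235 against 1106. This follows from its construction, since the model has no variance beyond the mean. In the simulation without changed genes, edgeR called 0 genes for temperature and this model 3893.

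A threshold of 0.05 admits more genes by construction: 2459 for the interaction, 3344 for the difference between the sexes, 4238 and 1186 from 18 to 24 °C in females and males, and 4175 and 2473 from 24 to 28 °C. Centred coding gave 8170 genes for sex, because it asks for the difference inside the temperature range and not at 0 °C. DESeq2 gave 774 genes from 18 to 24 °C in males, and the cause was not tested. The other alternatives, which were library totals, the 2 filters, the 2 groups compared alone and the Poisson model on rounded CPM, gave counts within 1.5 times the main count for the results they were planned for. When the 2 groups were fitted alone for the other steps too, males had 36 genes against 356 from 18 to 24 °C and 218 against 1106 from 24 to 28 °C. Females had 2570 genes against 2375 and 1933 against 2677 over the same steps. This fit has fewer libraries to estimate the spread, but 1 of the female counts rose, and the cause was not tested.

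Leaving out each of the 23 libraries in turn gave 2250 (without female 18 °C replicate 3) to 4760 genes for temperature, 3947 to 5306 for sex and 957 (without male 18 °C replicate 2) to 2570 for the interaction. The counts for 28 against 18 °C ran from 3024 to 5568 in females, from 2166 to 3138 in males and from 1485 to 3179 for the difference between the sexes. Those for 24 against 18 °C ran from 1306 (without female 24 °C replicate 3) to 3410 in females and from 130 (without male 24 °C replicate 3) to 495 in males. Those for 28 against 24 °C ran from 1980 to 3095 in females and from 565 (without male 28 °C replicate 1) to 1323 in males. The highest counts came without female 28 °C replicate 1, except from 24 to 28 °C in males, where it was male 18 °C replicate 3. With the scaling factors of all libraries kept, the counts ran from 2250 to 3264 for temperature, 3894 to 5278 for sex and 954 to 1768 for the interaction. For 28 against 18 °C they were 3024 to 3903 in females, 2166 to 3157 in males and 1485 to 2464 for the difference. For 24 against 18 °C they were 1306 to 2840 and 130 to 475, and for 28 against 24 °C 1980 to 2897 and 565 to 1325. The cause of the low counts was not tested beyond the smaller number of libraries. With another library as the TMM reference, the highest counts were 4409 for temperature (male 18 °C replicate 4) and 1997 for the interaction (male 18 °C replicate 1). Counts for the sexes averaged over temperatures stayed near 8404 under these alternatives, between 8302 and 8458 with the factors kept.

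For the ribosomal proteins in females, the adjusted p of 1.37e-07 became 0.0464 with fry and 0.591 with the estimated correlation, and ran from 5.36e-10 to 0.000259 across the fits that each left out 1 library. For the proteasome in females, 0.00144 became 0.0155 and 0.591, and ran from 3.38e-05 to 0.011 (without female 18 °C replicate 3). For the sugar transporters in females, 1.75e-06 became 0.418 with the estimated correlation, and ran from 2.52e-08 to 6.73e-06. For the sugar transporters in males, 0.00758 became 0.108 with fry, 0.591 with the estimated correlation, 0.0200 with library totals and 0.0108 with the filter on mean CPM, and ran from 0.00109 to 0.0408 (without male 18 °C replicate 1), with the call lost in 12 of the 23 fits. These are p-values of camera or fry with Benjamini-Hochberg adjustment. The estimated correlation widens the test by its construction, and for the other changes the cause was not tested.

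Single genes had 738 values under alternatives for the change between 18 and 28 °C and its difference between the sexes. Of these, 671 kept their direction and side of the threshold, 6 lost the call, 37 gained it and 24 changed sign. The filter on mean CPM changed none of its 123 values. No gene whose value changed sign had passed the threshold. Ranges over the fits that each left out 1 library follow, with the library of the end that changed sign. In males TotX (-0.23) ran from -0.55 to 0.14 (without male 28 °C replicate 1), Hsp67Bc (0.10) from -0.000833 (without male 28 °C replicate 2) to 0.19, CG14053 (-0.10) from -0.27 to 0.062 (without male 18 °C replicate 1) and Hsp27 (-0.04) from -0.19 to 0.063 (without male 18 °C replicate 1). Hsp27 in males was 0.013 with DESeq2 and 0.060 with library totals. In females mTor (0.16) ran from -0.12 (without female 28 °C replicate 1) to 0.16, chico (0.24) from -0.013 (without female 18 °C replicate 2) to 0.26 and LysX (-0.83) from -1.28 to 0.065 (without female 18 °C replicate 3). Hsp26 in females (0.09) was -0.052 with DESeq2 and -0.033 with library totals, and ran from -0.24 (without female 28 °C replicate 1) to 0.12. CG44013 in females (0.11) was -0.028 with DESeq2 and -0.00892 with library totals, and ran from -0.23 (without female 28 °C replicate 4) to 0.40. The difference between the sexes was 0.14 for S6k, with -0.054 under DESeq2, -0.075 under library totals and -0.17 (without female 18 °C replicate 4) to 0.17 across the fits that left out a library. For chico it was 0.09, with -0.11, -0.13 and -0.24 (without female 18 °C replicate 2) to 0.19 in the same order, and for CG3999 it was 0.03, with -0.16, -0.17 and -0.34 (without female 18 °C replicate 1) to 0.76. For these the cause was not tested.

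Samples of the same replicate number do not deviate together. Correlations of their deviations from the group means ran from -0.428 to 0.633 over the pairs, with medians per pair of groups from 0.00788 to 0.232, so the replicate numbers do not pair the samples. With the replicate number as a block, the counts were 2844 for temperature, 4558 for sex and 1255 for the interaction. Changes between 18 and 28 °C were 3845 in females, 3131 in males and 2053 for the difference between the sexes. For females and males they were 2775 and 432 from 18 to 24 °C, from 24 to 28 °C 2931 and 1309, and 8463 for the sexes averaged over temperatures. Under the block the sugar transporters in males had an adjusted p of 0.0139, Hsp27 passed in females at 0.49 (adjusted p = 0.0075), Hsp68 in males was at 0.65 (0.0115), and the difference of LysX passed at 4.69 (0.00872). The block changed no other call on the lists and on the genes named for the change between 18 and 28 °C.

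Depth limits the weakly expressed genes, and the number of libraries limits males at 28 °C, where there are 3. Simulated changes at this size were recovered in 178 of 200 genes in males.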

Differences from the paper's values

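Each library as the TMM reference was chosen only after the result was seen. The calls of single genes under the Poisson model, with the 2 groups alone and of the linear terms without each library were looked up after the other results were seen. The alternatives set before the data were examined are DESeq2, library totals, the filter on mean CPM, no filter, the replicate block, the 2 groups compared alone, leaving out each library, and the Poisson models on rounded CPM and on rounded counts with an offset.

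The paper's coefficients in Table S1 are natural logarithms, and the values compared with them are given on that scale. A gap counts as closed where the value comes within the standard error of the coefficient here. For TotX the paper's temperature coefficient is 0.544, against 0.355 here, its sex coefficient 13.6 against 8.78, and its interaction -0.550 against -0.368. For TotC the paper's coefficients are 0.910 against 0.656, 19.0 against 11.7 and -0.793 against -0.519. For both genes, DESeq2, library totals, the filter on mean CPM, no filter and the replicate block left the gap in place, and the temperature coefficient of TotX under these was 0.333, 0.346, 0.354, 0.353 and 0.350. Both Poisson models, set before the data were examined, closed it. The one on rounded CPM, which the paper's methods describe, gave the paper's coefficients in all 1945 matched genes of the copy of Table S1. Equality was judged within a small relative tolerance and not digit by digit.

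For RpS6 the paper's sex coefficient is -1.03 against -0.684. DESeq2 (-1.01), library totals (-1.07) and both Poisson models closed the gap, and the replicate block (-0.664) did not. The filter on mean CPM (-0.784) and no filter (-0.809) came within the standard error of 0.336, with most of the gap left. For Hsp60A the paper's temperature coefficient is -0.0207 against -0.0130. DESeq2 (-0.0226), library totals (-0.0208) and both Poisson models closed this gap, and the filter on mean CPM (-0.0132), no filter (-0.0134) and the block (-0.0127) did not. The paper's sex coefficient of Hsp60A is -1.52 against -1.10, closed by DESeq2 (-1.43), library totals (-1.49) and both Poisson models, and not by the filter on mean CPM (-1.20), no filter (-1.22) and the block (-1.06). Its interaction in the paper is 0.0425 against 0.0285, closed by DESeq2 (0.0410), library totals (0.0430) and both Poisson models, and not by the filter on mean CPM (0.0298), no filter (0.0305) and the block (0.0268). For Hsc70-3 the paper's sex coefficient is -1.69 against -1.28. DESeq2 (-1.62), library totals (-1.68) and both Poisson models closed the gap, and the block (-1.27) did not. The filter on mean CPM (-1.39) and no filter (-1.41) came within the standard error of 0.332, with most of the gap left.

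Figure S1E of the paper shows mTOR in males at about 40 expected counts at 18 °C, about 40 at 24 °C and about 80 at 28 °C, read by eye. The expected counts of mTor had means of 704, 799 and 949. No alternative applies to the mean of the deposited counts.

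The paper has the effect of temperature on Hsp68 stronger in males. Here the log2 change between 18 and 28 °C was larger in females, by 0.74, a difference that did not pass the threshold (adjusted p = 0.0439 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In CPM the rise was larger in males, from 50.0 to 78.5 against 3.20 to 8.404 in females, so the order depends on the scale. The paper names InR and RpS6 as lower at higher temperature in the linear model. Their temperature terms did not pass here, with adjusted p-values of 0.0226 and 0.039. Both passed with DESeq2 (0.000695 and 0.000256), with library totals (0.00845 and 0.00684) and with the Poisson models on rounded CPM (1.14e-05 and 7e-88) and on rounded counts. Each passed in 7 of the 23 fits without 1 library, and with 11 of the 23 libraries as the TMM reference, an alternative chosen after seeing the values.

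According to the paper many of the genes of Figure S1, with panel S1E of mTOR cited, were highest at the lowest temperature. The mean of mTor was highest at 28 °C in both sexes here. In females its change between 18 and 28 °C did not pass and is uncertain in sign, with a reversal in 5 of the 23 fits without 1 library and -0.07 to 0.18 over the TMM references. No setting called a fall of it between 18 and 28 °C among those run. The paper names all the Turandot genes as raised by temperature. In males TotX, at -0.23, TotC, at 1.78, and TotA, at 0.57, did not pass between 18 and 28 °C under DESeq2, library totals, the filter on mean CPM, the block, the 2 groups fitted alone or the fits without 1 library. The Poisson model on rounded counts called TotC, at 1.87, and TotA, at 0.66, and had TotX at -0.14 without a call. For all Turandot genes the paper gives a difference between the sexes. Averaged over the temperatures, 0 of the 4 genes passed for it and 0 had an unadjusted p-value under 0.05, while all 4 passed for the sex term extrapolated to 0 °C, which follows the coding of Table S1. The Poisson model on rounded counts called TotX, at 0.58, and TotC, at -0.55, for the averaged difference.

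In the paper's Figure S3, Hsp60A and Hsp27 are among the panels with an effect of temperature, and Hsp26 is among those without. In females Hsp60A, at -0.19, and Hsp27, at 0.49, did not pass between 18 and 28 °C. Hsp60A passed with DESeq2, at -0.33, with library totals, at -0.31, and without female 28 °C replicate 1, at -0.45. Hsp27 passed with the replicate block, at 0.49, with the 2 groups fitted alone, at 0.47, and without male 24 °C replicate 1. Both passed with the Poisson model on rounded counts, at -0.31 and 0.37. In the linear model both temperature terms passed with the Poisson model on rounded CPM (2.62e-10 and 7.36e-08) and with that on rounded counts, and that of Hsp60A also with DESeq2, with library totals, in 7 of the 23 fits without 1 library and with 11 of the 23 TMM references. Hsp26 passed in males between 18 and 28 °C, at 0.62. It did not pass in males without male 28 °C replicate 3 or with the 2 groups fitted alone, at 0.72 (adjusted p = 0.0136). The linear temperature term of Hsp26 did not pass either (adjusted p = 0.902), like the paper's panel. It passed in 0 of the 23 fits without 1 library and with 0 of the 23 TMM references.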

Other observations

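Of the tests in this part, those of the TMM reference after a library is left out, of the feature with the most counts, of the male libraries that lie apart, of the panel of mTOR, of the immune and JAK/STAT genes from 24 to 28 °C and of the fat body list were chosen only after the result was seen.

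No other split of the libraries that was drawn gave as many genes as the real one in these comparisons. With temperatures drawn again within each sex, 1 of the 100 splits, the real one, gave as many genes for temperature, with 434 at most in the others, and 1 of the 100 splits as many for the interaction, with 0 in the others. With sexes drawn again within each temperature, 1 of the 100 splits gave as many genes for sex (84 at most in the others) and 1 of the 100 as many for the sexes averaged over temperatures (5625 at most). With 18 and 28 °C drawn again within each sex, it was 1 of the 100 splits for the difference between the sexes in the change (1048 at most). Each pair of groups fitted alone has 35 splits. For 28 against 18 °C, 1 of the 35 splits gave as many as the 3315 genes of females and 1 of the 35 as many as the 2025 of males. For 24 against 18 °C it was 1 of the 35 for the 2570 genes of females and 1 of the 35 for the 36 of males, and from 24 to 28 °C 1 of the 35 for the 1933 of females and 1 of the 35 for the 218 of males. The other splits of pairs gave 0 genes, with 1 gene at most from 24 to 28 °C in males.

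The share of higher genes among the calls in females between 18 and 28 °C moved with the library used as the TMM reference. A candidate explanation is that TMM scales across sexes whose transcriptomes differ. With the female libraries scaled and fitted alone, the median log2 fold change of all genes ranged over 0.0941 between the 12 references, from -0.09 to 0.01, close to the limit of 0.1 set for this test. The share of higher genes then ran from 45.7% to 60.7%, so part of the movement remains within females. Whether the feature with the most counts plays a part stays open, since the fit with library totals without that feature, with higher genes at 33.3% of the calls, uses no TMM reference and does not decide it.

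The count of genes for temperature rose to 4760 without female 28 °C replicate 1. A change of the TMM reference library, which follows when that library is left out, is a candidate explanation. With the scaling factors of all libraries kept, the highest count over the libraries left out was 3264.

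The calls of the Poisson model on rounded CPM lay among strongly expressed genes. A spread that is too small for those genes and too large for the others is a candidate explanation. In simulated counts without changed genes, the model called 4.86% of the genes in the highest tercile of expression and 0.0619% in the lowest for temperature, and edgeR called 0.

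On PC2, male 18 °C replicate 1, at -46.4, lay away from replicates 2 and 4, at -21.7 and -22.6, and no exchange of it was tested. Male 18 °C replicate 3, at 5.81, and male 24 °C replicate 1, at -47.6, also lay apart from the other libraries of their groups. An exchange of these libraries goes against the yolk protein share, which was 0.00186% in male 18 °C replicate 3, where the males at 24 °C had 0.00531% to 0.00591%, and 0.00531% in male 24 °C replicate 1, where the males at 18 °C had 0.00186% to 0.00264%. Library size cannot be told apart from other properties of these libraries. Male 18 °C replicate 3 had the highest total of its group, 19146790, and male 24 °C replicate 1 the lowest of its own, 17727137. In the 8 males at 18 and 24 °C, deviations from the group means correlated between PC2 and the total count at 0.890 (exact permutation p = 0.00868), and between PC2 and the share of the feature with the most counts at -0.905 (0.0104). In females of these temperatures the correlations were -0.0951 (0.799) and -0.349 (0.486). No biological explanation was tested.

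Panel E of Figure S1 shows males near the floor for mTOR. A candidate explanation is that the panel plots tor, the gene torso. Of the 11152 features, tor lay closest to the panel, at a root mean square log2 distance of 0.0613, and mTor ranked 3352, at 2.79. The values of the panel were read by eye.

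The JAK/STAT list of 9 genes without the Turandot genes rose in females by a median of 0.67 between 18 and 28 °C (camera with Benjamini-Hochberg adjustment, adjusted p = 0.00506) and by 0.06 in males (0.114). The difference between the sexes had a median of 0.41, with an adjusted p of 0.129, or 0.000776 with fry, and over the TMM references the median ran from 0.10 to 0.43. In females the median was 0.60 from 18 to 24 °C and 0.22 from 24 to 28 °C, with 2 genes called higher and 2 lower over the upper step. The genes differed in where they changed: upd3 and Socs36E rose over the lower step and fell over the upper one, while Tep2, at 1.73 of 2.40, and Stat92E, at 0.41 of 0.53, rose mostly over the upper one. In males the median from 24 to 28 °C was 0.19. Over this step camera gave an adjusted p of 0.00808 in males and 0.129 in females, and fry gave 0.00219 and 0.00215, so a contrast between the sexes depends on the test. Females less males, the change over that step had a median of -0.065, with 4 of 9 genes positive and 0 called. The median hides genes that moved apart, so the hypothesis of JAK/STAT activity stays open for both steps.

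The antimicrobial peptide list of 6 genes rose in both sexes between 18 and 28 °C, by a median of 3.38 in females (camera with Benjamini-Hochberg adjustment, adjusted p = 0.0446, or 0.00114 with fry) and 1.60 in males (0.00506). From 24 to 28 °C it rose by 1.89 in females (adjusted p = 0.129, or 0.0277 with fry) and 2.56 in males (6.02e-05). The difference between the sexes over that step had a median of -0.71, with 0 of 6 genes called and 2 at an unadjusted p-value under 0.05, against 5.44 and 4 of 4 for the Turandot genes.

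The fat body list of 22 genes rose by a median of 0.70 in females between 18 and 28 °C (camera with Benjamini-Hochberg adjustment, adjusted p = 6.64e-07), with 16 genes called higher, and by 0.26 in males (0.00444). The difference between the sexes had a median of 0.47 (adjusted p = 0.00994), and over the TMM references the median in females ran from 0.47 to 0.72. The testis list of 3 genes had a median of 0.24 in females, with 1 gene called.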
